# Transthyretin as a Biomarker to Predict and Monitor Major Depressive Disorder Identified by Whole-Genome Transcriptomic Analysis in Mouse Models

**DOI:** 10.3390/biomedicines9091124

**Published:** 2021-08-31

**Authors:** Sung-Liang Yu, Selina Shih-Ting Chu, Min-Hui Chien, Po-Hsiu Kuo, Pan-Chyr Yang, Kang-Yi Su

**Keywords:** major depressive disorder, transthyretin, chronic mild stress, transcriptome, amygdala

## Abstract

Background: Accumulations of stressful life events result in the onset of major depressive disorder (MDD). Comprehensive genomic analysis is required to elucidate pathophysiological changes and identify applicable biomarkers. Methods: Transcriptomic analysis was performed on different brain parts of a chronic mild stress (CMS)-induced MDD mouse model followed by systemic analysis. QPCR and ELISA were utilized for validation in mice and patients. Results: The highest numbers of genes with significant changes induced by CMS were 505 in the amygdala followed by 272 in the hippocampus (twofold changes; FDR, *p* < 0.05). Enrichment analysis indicated that the core-enriched genes in CMS-treated mice were positively enriched for IFN-γ response genes in the amygdala, and hedgehog signaling in the hippocampus. Transthyretin (TTR) was severely reduced in CMS-treated mice. In patients with diagnosed MDD, serum concentrations of TTR were reduced by 48.7% compared to controls (*p* = 0.0102). Paired samples from patients with MDD demonstrated a further 66.3% increase in TTR at remission compared to the acute phase (*p* = 0.0339). Conclusions: This study provides comprehensive information on molecular networks related to MDD as a basis for further investigation and identifies TTR for MDD monitoring and management. A clinical trial with bigger patient cohort should be conducted to validate this translational study.

## 1. Introduction

Major depressive disorder (MDD) is a potentially life-threatening disorder with a complicated etiology that imposes a major public health and economic problem worldwide. According to a World Health Organization (WHO) report, it may become a leading cause of disability by the end of 2030 [1]. Patients with MDD exhibit a diverse range of symptoms, including psychomotor retardation, agitation, reduced motivation, depressed mood, and suicidality [2,3]. An epidemiological survey conducted on the working population highlighted the correlations between both chronic psychosocial stress and depression with heart disease, high blood pressure, and high blood glucose [4]. Stress and depression both cause neural atrophy and apoptosis in different areas of the brain, including reduction in the numbers and size of neurons and glial cells, and decreased neurogenesis in the prefrontal cortex (PFC) or hippocampus of patients with depressive disorders [5]. Stress can also affect brain function and inflammatory activity by enhancing the expression of cytokines or suppressing the immune system [6,7,8]. In addition, it can increase activation of the hypothalamus–pituitary axis (HPA) and promote depressive-like behavior [9]. Therefore, several components of the HPA axis are involved in the development of MDD-related changes in the hippocampus, amygdala, and PFC [10]. However, the detailed molecular mechanism underlying these changes, as well as the pathogenesis of MDD, including onset and progression, have not yet been fully clarified due to the wide spectrum of symptoms and complicated etiology.

The prediction, diagnosis, and treatment of MDD has become an emerging issue, where current antidepressants are only effective in approximately 40–50% of patients [11]. In addition to subjective criteria, objective biomarkers that reveal the pathophysiological changes specific to MDD are required to ensure that effective treatments are developed. Therefore, an animal model of MDD may facilitate the development of applicable biomarkers, novel drug discovery, and pre-clinical trials. Until now, the validated mouse model of human MDD induced by the unpredictable chronic mild stress (CMS) had been widely utilized. However, it is also subject to variability related to animal strain, environmental factors, the strength and frequency of treatment, stressor variety, and technical diversity, all of which are still unable to be avoided [12]. Several previous reports have highlighted that CMS reduces aggressiveness and male sexual behavior, and generates both behavioral and physiological abnormalities characteristic of human depression. One previous study suggested that CMS is associated with behavioral changes, body weight loss, and learning and memory impairments [13]. Another study using microarray analysis showed that CMS affects several genes in the cerebral cortex and hippocampus, and that these genes are involved in multiple functions, such as the regulation of neurotransmitters and growth factors [14]. Further to this, using microarray analysis, Yamanishi et al. reported that Hnf4a directly affects various genes associated with several metabolic processes in the prefrontal cortex [15]. Therefore, a comprehensive, systemic, and comparative analysis of different brain areas involved in emotion and the stress response should be conducted. In addition, developing a potential biomarker to predict MDD and monitor outcomes from genomic studies would be extremely beneficial; however, this remains to be identified. In this study, we provided comprehensive genomic information related to MDD, and identified transthyretin (TTR) as a gene significantly downregulated in most brain areas as well as in the peripheral blood of CMS-treated mice. Importantly, we found TTR to be significantly elevated in the serum of MDD patients during the remission phase compared to paired serum samples from the acute phase. Thus, this study identified TTR as a possible biomarker for MDD monitoring.

## 2. Materials and Methods

### 2.1. Animals

Six- to eight-week-old adult male C57BL/6 mice were purchased from the National Taiwan University Laboratory Animal Center. To minimize variation, the mice were allowed to remain in the transport cage for seven days prior to stress induction. Mice had free access to food and water, and were housed at 22 ± 1 °C with 50 ± 2% humidity and a 12 h light/12 h dark schedule, except for when the CMS procedure required continuous overnight illumination. All experiments were carried out with the agreement and approval of the Institutional Animal Care and Use Committee (IACUC) of National Taiwan University Medical College (approval number 20120060).

### 2.2. Chronic Mild Stress Procedures

Mice were randomly divided into two groups (*n* = 6 each), the CMS group and the control group. The CMS experimental group underwent unpredicted unique or combined stressors exposure 6 days a week for 4 weeks. All CMS treated mice experienced the same sequence of stressors. The stressors consisted of the followings.

#### 2.2.1. Fear Stress

Mice were housed together with a rat. They were introduced in a customized metallic mesh cage (21 cm × 18 cm × 14 cm), which were place in the central of a rat home space (60 cm × 45 cm × 30 cm). The exposed time was about 8 to 12 h; food and water were freely available.

#### 2.2.2. Cage Tilting

Mice were placed in a 45° tilted cage for 2 or 8 h according to CMS schedule.

#### 2.2.3. Cage Shaking

Mice were placed in the cage on the shaking machine with 80 to 100 rpm horizontal shaking for 10 min and rest for next 10 min. The procedure was repeated 6 times within 2 h period.

#### 2.2.4. Wet Sawdust Bedding

Three hundred ml water was added to wet the bedding and mice were placed in this cage for 2 or 8 h according to the CMS schedule.

#### 2.2.5. Physical Restraint and Social Stress

Mice were separated individually in a restraint space for physical restraint stress and ten mice were placed together in one cage for social stress. The duration was according to the CMS schedule. During treatment, mice had free access to food and water.

#### 2.2.6. Water Emergency

The mice were placed in another cage without sawdust bedding and filled with tepid water (about 2 cm in depth) for 10 min and rest for next 10 min. The procedure was repeated 6 times within 2 h period.

#### 2.2.7. Tail Pinching

A 3 cm long artery clip with the branches of 1 cm long, 1.5 mm in diameter is used to press the base of mice’s tail for ten minutes. This was repeated 6 times at 10 min intervals.

#### 2.2.8. Continuous Overnight Illumination

Mice mere housed in a separated cage with converted dark to light cycle for 12 h.

### 2.3. Behavioral Testing Assessments

#### 2.3.1. Running Wheel Test

Mice were placed into a customized running wheel (5 cm wide, 15 cm diameter) and allowed to run freely for five minutes. Running cycles were counted manually.

#### 2.3.2. Forced Swimming Test (FST)

The FST was performed according to the protocol of a previous study [16]. Briefly, mice were placed in a glass cylinder (45 cm high, 15 cm diameter) filled with water to a depth of 30 cm (23–25 °C). Water was changed between each mouse test. Immobility time was recorded over a 6 min period with a digital camera and analyzed using DepressionScan Suite software (CLEVER Sys. Inc., Reston, VA, USA).

#### 2.3.3. Tail Suspension Test (TST)

The TST was carried out according to the protocol of a previous study [17]. Briefly, mice were securely fastened by the 1.0–1.5 cm tip of their tail to a flat metallic surface using medical adhesive tape and suspended ~30 cm above the ground in a 40 cm^3^ box, thus isolating the mice from visual distractions while permitting observation of their behavior from above. Immobility time was defined as the absence of limb or body movement within the 6 min testing period. Criteria were defined and data analyses were performed using DepressionScan Suite.

### 2.4. Expression Microarray Experiments and Data Analysis

The GeneChip Mouse Genome 430 2.0 Array (Affymetrix, Santa Clare, CA, USA) was used to perform whole genome expression profiling. The procedures were performed according to the manufacturer’s manual. Briefly, 100 ng of pooled RNA was used for the Two-Cycle cDNA Synthesis Kit. Biotin-labelled cRNA was produced through in vitro cDNA transcription (IVT Labeling Kit, Affymetrix). Fragmented cRNA (20 μg) was hybridized to the chip by using the Affymetrix Fluidics Station 450 (Affymetrix). The arrays were washed and stained according to the supplied protocols followed by GeneChip Scanner 3000 (Affymetrix) scanning. The raw data contained in the CEL file were further analyzed using GeneSpring GX software (Agilent Technologies, Santa Clare, CA, USA) with the GCRMA summarization algorithm and baseline to mean normalization. The original CEL files, normalized data, and experimental information were deposited in the Gene Expression Omnibus (accession number GSE151807). Significant genes were selected by statistical analysis performed with false discovery rate (FDR) correlated *p* value < 0.05 and fold change greater than 2 in CMS treated mice compared with control mice for Metacore software (Thomson Reuters) pathway analysis. The gene expression data generated by cDNA expression microarray were analyzed using GSEA 4.1.0 (http://software.broadinstitute.org/gsea/index.jsp, accessed on 30 July 2020) to extract biological knowledge. Highly significant enriched gene sets are shown. The false discovery rate (FDR) is calculated by comparing the actual data with 1000 Monte Carlo simulations. The normalized enrichment score (NES) computes the density of modified genes in the data set with the random expectancies, normalized by the number of genes found in a given gene cluster, to consider the size of the cluster.

### 2.5. QPCR Validation

Quantitative PCR (QPCR) was performed in a 96-well format. The SYBR green primers of the genes were designed by Primer Express 3.0. The cDNA amplification was carried out using an ABI 7700 Sequence Detection System (Applied Biosystems), and the detection was carried out by measuring the binding of the fluorescence dye SYBR Green I to double-stranded DNA. The relative expression level of the target gene compared with that of the mouse TBP (TATA box binding protein) was defined as −ΔCT = (CTgene − CTmTBP). The gene mRNA/mTBP mRNA ratio was calculated as 2^−ΔCT^. The primers used for qPCR are listed in Supplementary Table S1.

### 2.6. Immunohistochemical (IHC) Staining

Mice brains at the end of experiments were isolated for post fixation overnight in the 4% paraformaldehyde at 4 °C and embedded in paraffin. Five-micrometer-thick coronal sections were deparaffinized followed by epitope retrieval with citrate buffer. After treating with 3% H_2_O_2_, primary antibodies were incubated for overnight at 4 °C. Immunostaining was performed by liquid DAB-substrate-chromogen system (DAKO,Cat. K3467, Santa Clare, CA, USA) for 10 min and counterstain with hematoxylin (Sigma-Aldrich, Cat. GHS316, Burlington, MA, USA) for 10 s. Slides were stained with anti-Tau1 (Sigma-Aldrich, Cat. MAB3420, Burlington, MA, USA), anti-MAP2 (Abcam, Cat. ab5392), anti-synapsin (Abcam, Cat. ab64581, Cambridge, UK), and anti-ki-67 (Abcam, Cat. ab15580, Cambridge, UK) antibodies.

### 2.7. TTR ELISA

TTR ELISA was performed by Enzyme-linked Immunosorbent Assay Kit for Transthyretin (TTR) (Cat. E90726Mu) (Uscn Life Science, Wuhan, China) according to the user manual.

### 2.8. Patient Samples

Twelve patients who were diagnosed with MDD according to the criteria of the Diagnostic and Statistical Manual of Mental Disorders, 5th version (DSM-5) and had sufficient specimens for testing were consecutively referred to the study by psychiatrists from central and regional hospitals in Taipei. Twelve case-control participants were obtained from the community in matched catchment areas. Case-controls had no past diagnosis of major psychiatric disorders, including anxiety disorder, mood disorder, schizophrenia, mental retardation, or substance use disorder. Acute manic patients were followed until they achieved full remission or for at least 2 months. In total, six patients with paired and sufficient serum samples were collected for testing. All participants signed informed consent forms after the study procedures were fully explained. The tests used in this study were approved by the institutional review board of all participating hospitals.

### 2.9. Statistical Analysis

All results are shown as the mean ± standard deviation (SD) of *n* observations. The sample size was determined based on the results from pilot studies and previous experience regarding the variability of each data set within experimental and control groups. Each experiment was repeated at least three times, resulting in the same conclusion. Data analysis was performed using GraphPad Prism 8. Statistical analysis for behavioral tests was performed using two-way ANOVA and mixed-effects model. Statistical analysis for expression data was performed using an unpaired, two-tailed Student’s *t-*test. TTR concentrations in paired patient serum samples were analyzed using a paired, two-tailed Student’s *t*-test. Differences between the means of two compared groups considered to be statistically significant were denoted as * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001.

## 3. Results

### 3.1. Mice That Underwent CMS Gained Less Body Weight and Exhibited Reduced Mobility

The CMS procedure involved the combination of ten various, unpredictable, mild stressors (Figure 1). To evaluate the induction efficacy of CMS, body weight monitoring and behavioral tests, including the running wheel test (RWT), forced swimming test (FST), and tail suspension test (TST), were performed before and each week after CMS treatments according to the schedule (Figure 2). Mice that underwent CMS (*n* = 6) gained significantly less weight over the 4-week treatment period compared to controls (*n* = 6; Figure 2a). Using ANOVA, time [F (4, 40) = 23.00, *p* < 0.001] and CMS treatment [F (1, 10) = 20.42, *p* < 0.01] were identified as significant main effects. In addition, a significant interaction was identified between time and CMS treatment [F (4, 40) = 10.31, *p* < 0.001]. CMS was also found to significantly reduce motor activities according to a RWT performed in CMS mice (*n* = 6) compared to control mice (*n* = 6; Figure 2b). Again, ANOVA revealed time [F(4, 40) = 7.86, *p* < 0.001] and CMS treatment [F (1, 10) = 27.88, *p* < 0.001] to be significant main effects. In addition, a significant interaction was found between time and CMS treatment [F (4, 40) = 15.88, *p* < 0.001]. Significant increases in immobility during the FST and TST were also observed in CMS mice (*n* = 6) compared to control mice (*n* = 6; Figure 2c,d). ANOVA revealed time [F (4, 40) = 20.82, *p* < 0.001] and CMS treatment [F (1, 10) = 61.47, *p* < 0.001] to be significant main effects, and an interaction between time and CMS treatment [F (4, 40) = 14.05, *p* < 0.001] in FST was also found. Meanwhile, a significant main effect of time [F (4, 40) = 7.739, *p* < 0.001] and an interaction between time and CMS treatment [F (4, 40) = 3.164, *p* = 0.0238] were observed for TST, but no significant effect was found for CMS treatment [F (1, 10) = 1.209, *p* = 0.2972].

### 3.2. Histopathological Analysis of CMS-Treated Mouse Brains

To test the impact of CMS on histopathological and anatomical brain changes, immunohistochemical staining was performed on axons and dendrites using antibodies against Tau-1 and MAP2, respectively (Supplementary Figures S1 and S2). No obvious significant abnormality in neurite structures was found. However, the MAP-2-positive neurites in the hippocampus CA1 region of CMS-treated mice seemed to be mildly shrunken and disorganized in appearance. There were no obvious differences between CMS and control mice.

### 3.3. Identification of MDD-Related Gene Signatures Using Whole-Genome Transcriptomic Analysis

Whole-genome transcriptomic analysis was performed using expression cDNA microarrays to identify genetic biomarkers associated with MDD-like behavior in the CMS-induced mouse model. 

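RNA from the amygdala, hippocampus, cerebral cortex and prefrontal cortex of mice kept under CMS for 4 weeks, on 6 days per week, and of control mice was measured on 24 Affymetrix GeneChip arrays that cover the mouse genome. There were 8 groups, with 3 arrays for each treatment in each area. The authors summarized the arrays with GCRMA in GeneSpring GX, with a baseline normalization. The deposited values are on the log2 scale, and the median of each probe set over the 24 arrays is 0, so that differences between arrays are kept and absolute levels are not. Of 45101 probe sets, the 64 Affymetrix control probe sets were left out and 45037 were tested. Of these, 34945 matched 1 gene symbol, 932 matched several and 9160 matched none, which gave 18193 genes, and the value of a gene is the mean of its probe sets. CMS was compared with control in each area with limma, two-sided, and a probe set or gene was called changed at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 2. The number of arrays limits the precision. The median standard deviation of a probe set within a group lay between 0.033 in the control amygdala and 0.066 in the CMS amygdala and the control cerebral cortex, on the log2 scale. The paper names 3 independent mice per group in its results and pooled RNA in its methods, so this spread cannot be assigned to mice or to handling. The bacterial RNAs added as hybridisation controls differed between treatments in the amygdala, at a mean log2 value of 0.93 ± 0.1 (SD, n = 3 arrays) with CMS and 0.01 ± 0.01 (SD, n = 3) in controls. Without overlap of the arrays they also differed in the hippocampus (-1.5 ± 0.04 with CMS and -1.13 ± 0.07 in controls) and the prefrontal cortex (0.13 ± 0.04 and -0.15 ± 0.04), while those of the cerebral cortex overlapped (0 ± 0.03 and 0.16 ± 0.13, SD, n = 3 each).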

Brain areas, including the amygdala (Amy), hippocampus (Hippo), prefrontal cortex (PFC), and cerebral cortex (CC), were separated into independent analyses comparing CMS and control mice. Each brain area from three independent mice in both the CMS and control groups was assessed in the described assays, and data were analyzed (Figure 3). Principal component analysis (PCA) was used to illustrate the global gene expression changes among the different areas and treatments (Figure 3a). 

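The first 3 principal components separated the brain areas and the fourth separated the treatments. Component 1 held 37.8% of the variance and set the hippocampus, with mean scores of 81.5 with CMS and 71.94 in controls, apart from the other areas, whose means lay between -43.19 and -15.87. Component 2 held 20.9% and set the amygdala, at -51.15 with CMS and -49.91 in controls, apart from the cerebral and prefrontal cortex, and component 3, with 16.19%, parted these 2 areas. Component 4 held 5.55% of the variance, and 83.02% of its variance lay between the treatments. On it the CMS groups had mean scores between -23.83 and -7.3 and the control groups between 5.65 and 25.34. The components describe the 24 arrays over all probe sets tested, and no test was applied to them.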

A Pearson correlation cluster heatmap showed that the gene expression profiles were more similar between CMS treatments than between brain areas (Figure 3b). 

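Arrays of the same area and treatment had a mean Pearson r of 0.837 ± 0.062 (SD over 24 pairs), computed across probe sets, which are not independent replicates. CMS and control arrays of the same area had a mean r of 0.601 ± 0.143 (SD over 36 pairs). This ran from 0.435 in the cerebral cortex and 0.531 in the amygdala to 0.635 in the prefrontal cortex and 0.802 in the hippocampus. Arrays of the same treatment in different areas had a mean r of -0.129 ± 0.056, and arrays of different treatment and area -0.166 ± 0.045 (SD over 108 pairs each). Since each probe set was centred over all arrays by the authors, unrelated arrays have an r below 0 rather than near 1. No test was applied to the correlations.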

Interestingly, the hippocampus exhibited relatively unique patterns in comparison with other areas. 

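The hippocampus arrays differed from the arrays of the other areas by a root mean square of 0.593 ± 0.034 on the log2 scale (SD over 108 pairs), against 0.547 ± 0.061 for the amygdala, 0.523 ± 0.054 for the cerebral cortex and 0.508 ± 0.049 for the prefrontal cortex. Between pairs of areas the value was highest for the amygdala and hippocampus, at 0.625, and lowest for the cerebral and prefrontal cortex, at 0.461. Between CMS and control arrays of the same area it was 0.251 ± 0.012 in the prefrontal cortex, 0.279 ± 0.012 in the hippocampus, 0.341 ± 0.025 in the cerebral cortex and 0.355 ± 0.013 in the amygdala (SD over 9 pairs each). The poly-A controls, bacterial RNAs added before labelling, were lower in the hippocampus arrays than in those of the other areas, with means of -4.44 with CMS and -4.33 in controls on the log2 scale. These are descriptions of the arrays without a test.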

Volcano plot analysis demonstrated that probes of genes were significantly correlated in each of the four brain areas (FDR *p* < 0.05 and over twofold change [blue dots]; Figure 3c). Among these brain areas, the amygdala exhibited the greatest number of probes with significant changes in abundance. 

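Ttr, which encodes the thyroid hormone and retinol carrier transthyretin, had its lowest probe set at a log2 fold change of -7.51 (SE 0.04, n = 3 against 3 arrays, adjusted p = 8.65e-07 from limma) in the prefrontal cortex. Shox2, a homeobox gene, rose by 4.11 on the log2 scale in the hippocampus (probe set SE 0.19, adjusted p = 0.00242 from limma) in 1 of its 2 probe sets, the other having 0.33, and Lrrc10b by 4.35 (SE 0.18, adjusted p = 0.000862 from limma) in the cerebral cortex. Without the fold threshold, 5152 probe sets were higher and 3097 lower in the amygdala, 2557 and 15757 in the hippocampus, 2472 and 1651 in the cerebral cortex, and 1250 and 1117 in the prefrontal cortex. With 3 arrays against 3, the smallest exact two-sided p of a single probe set is 0.1, so the calls rest on limma's pooled estimate of the spread.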

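With CMS, 536 probe sets were called in the amygdala, 504 in the cerebral cortex, 293 in the hippocampus and 94 in the prefrontal cortex. Genes of neuropeptides, hormones and their receptors were among those that fell most. Pmch, the precursor of melanin-concentrating hormone, fell by 4.18 on the log2 scale (SE 0.06, n = 3 against 3 arrays, adjusted p = 0.000106 from limma on genes), and Trhr, the receptor of thyrotropin-releasing hormone, fell by 2.58 (SE 0.08, adjusted p = 0.000718 from limma). Grp, which encodes gastrin-releasing peptide, fell by 2.8 (SE 0.24, adjusted p = 0.00395 from limma), and Pnoc, the precursor of nociceptin, by 1.36 (SE 0.08, adjusted p = 0.00166 from limma). Of 30 measured neuropeptide and receptor genes, 5 were called lower and none higher in the amygdala (6 lower when adjusted over the list alone), and 25 were not called, while at an adjusted p alone, 6 were higher and 8 lower. The median of that list was 0.02, its mean was -0.256 and camera's direction was down (limma's camera, adjusted p = 0.298). Of 26 hypothalamus marker genes, Pmch and Calcr were called lower and 24 were not called (2 lower when adjusted over the list alone), with a median of -0.127 (limma's camera, adjusted p = 0.000903, and adjusted p = 0.172 with an estimated correlation). Calcr was not called without control replicate 2 or 3. Of 13 genes of the hippocampal CA fields, Fibcd1 (-1.81, SE 0.13, adjusted p = 0.00247 from limma) and Spink8 (-1.33, SE 0.31, adjusted p = 0.0428 from limma) were called lower and none higher (2 lower when adjusted over the list alone), and the list (adjusted p = 0.021 from limma's camera, and adjusted p = 0.172 with an estimated correlation) did not pass with quantile normalization. Spink8 was not called without CMS replicate 1 or 3 or any control array, with array weights or by the methods' t-test. The order of the amygdala and the cerebral cortex was kept by the methods' t-test (497 and 325 probe sets called) and a fit of all arrays. A filter on dim probe sets, median centring, and trend and robust options kept it too. The order turned with quantile normalization (455 and 525), with array weights (619 and 645) and with the replicate number as a block (246 and 324). It also turned without control replicate 1, 2 or 3 of the amygdala, which gave 342, 329 and 350 there, while leaving out any array of the cerebral cortex gave 387 to 439. Counted as genes, the means of their probe sets, the amygdala had 106 called, the cerebral cortex 65, the hippocampus 46 and the prefrontal cortex 45. Of these genes, 26 rose and 80 fell in the amygdala and 35 rose and 30 fell in the cerebral cortex. In the hippocampus 26 rose and 20 fell, and in the prefrontal cortex 28 rose and 17 fell.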

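With CMS 394 probe sets rose and 110 fell in the cerebral cortex, and genes expressed in the striatum were among those that rose. Of 24 measured striatum genes, 11 were called higher, none lower and 13 were not called, in that area (11 higher when adjusted over the list alone). Drd2, the dopamine D2 receptor, rose by 3.02 on the log2 scale (SE 0.3, n = 3 against 3 arrays, adjusted p = 0.00637 from limma on genes), and Penk, the precursor of enkephalins, by 1.55 (SE 0.06, adjusted p = 0.000721 from limma). In the hippocampus, 246 probe sets rose and 47 fell. There, 8 of 25 genes of the thalamus and habenula were called higher and none lower (8 higher when adjusted over the list alone), among them Zic1 at a log2 fold change of 2.18 (SE 0.03, adjusted p = 9.21e-05 from limma) and Tnnt1 at 2.33 (SE 0.25, adjusted p = 0.0097 from limma). In the amygdala 186 rose and 350 fell, and in the prefrontal cortex 45 rose and 49 fell. The median log2 fold change of the striatum list in the cerebral cortex was 0.879 (limma's camera, adjusted p = 9.76e-21, and adjusted p = 0.0634 with an estimated correlation), and that of the thalamus and habenula list in the hippocampus was 0.632 (adjusted p = 1.53e-18, and adjusted p = 0.026 with an estimated correlation). Both lists hold genes of the paper's tables, which were chosen on these arrays. Without them the striatum median was 0.747 over 20 genes, with 7 called higher (limma's camera, adjusted p = 1.65e-15, and adjusted p = 0.0996 with an estimated correlation). That of thalamus and habenula was 0.441 over 19 genes, with 4 called higher (limma's camera, adjusted p = 2.06e-11, and adjusted p = 0.0861 with an estimated correlation). The hippocampus count was 194 without CMS replicate 3, 177 without control replicate 1 and 195 without control replicate 2, and with quantile normalization it was 98.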

Probes of genes with significant changes included the following: 182 upregulated and 323 downregulated in Amy; 266 upregulated and 65 downregulated in CC; 229 upregulated and 43 downregulated in Hippo; and 23 upregulated and 28 downregulated in PFC (Figure 3d). 

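Among the genes with the largest changes, Psg28 rose by 3.69 on the log2 scale in the amygdala (SE 0.22, n = 3 against 3 arrays, adjusted p = 0.00232 from limma on probe sets) and Synpo2 rose by 2.54 in the hippocampus in 1 of its 4 probe sets (SE 0.07, adjusted p = 0.00109 from limma), with a mean of 0.63 over the 4 that was not called. Kl, which encodes klotho, and Kcne2, a potassium channel subunit, both abundant in choroid plexus, fell in the cerebral cortex by 4.58 (SE 0.1, adjusted p = 0.000233 from limma, in 1 of its 2 probe sets, the other at -0.03) and 4.36 (SE 0.07, adjusted p = 0.000126 from limma). Ngp and Ltf, which encode proteins of neutrophil granules, rose in the prefrontal cortex by 5.3 (SE 0.11, adjusted p = 0.000321 from limma) and 4.26 (SE 0.15, adjusted p = 0.00151 from limma), and Bpifb9b rose by 6.52 (SE 0.08, adjusted p = 3.32e-05 from limma). Ntmt1 rose by 3.73 in the amygdala (SE 0.11, adjusted p = 0.000518 from limma) in 1 of its 2 probe sets, while the other had -0.03. Gh, growth hormone, fell by 3.28 in the amygdala (SE 0.13, adjusted p = 0.000991 from limma). The largest decreases in the hippocampus were smaller, with Dusp28 falling by 1.95 (SE 0.27, adjusted p = 0.0135 from limma, not called without control replicate 1) and Fmod by 1.93 (SE 0.21, adjusted p = 0.00932 from limma), in 1 of its 6 probe sets. Of the genes with several probe sets and at least 1 called, 86.5% in the amygdala, 92.1% in the hippocampus, 86.2% in the cerebral cortex and 78.9% in the prefrontal cortex had 1 called (n = 297, 114, 275 and 38 genes).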

The expression levels of the top ten CMS-affected genes in all brain areas ranged from 39.30 to 3.94 among upregulated genes and 100.00 to 2.33 among downregulated genes (Supplementary Table S2). A Venn diagram was generated to visualize the intersecting and unique genes that were significantly affected among the four brain areas (Figure 3d). Furthermore, 16 genes with significant changes were present in at least three brain areas, where S100a8 commonly affected by CMS in all four brain areas. 

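Of 1215 probe sets called in at least 1 area, 1044 were called in a single area, 134 in 2 areas, 33 in 3 and 4 in all areas. The amygdala and cerebral cortex shared 89 called probe sets, against 6 for independent lists of the same sizes. Of these, 59 rose in both, 15 fell in both and 15 went in opposite directions. The hippocampus shared 58 with the cerebral cortex (3.28 for independent lists) and 50 with the amygdala (3.49). The prefrontal cortex shared 29 with the cerebral cortex (1.05 for independent lists), of which 19 fell in both. A probe set called in 1 area and not in another is not shown to differ between them by these counts. In a single limma fit of all arrays, the CMS effect differed between areas at an adjusted p under 0.05 for 24785 probe sets. Of these, 2724 also had a log2 difference over 1. The median log2 fold change of all probe sets was 0.0268 in the amygdala and 0.02 in the prefrontal cortex. It was -0.0465 in the hippocampus and -0.0328 in the cerebral cortex. The larger count was not corrected for these shifts of whole areas, so it may include them.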

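S100a8, which encodes a calcium-binding protein abundant in neutrophils, rose with CMS in all 4 areas. Its log2 fold change was 2.97 in the amygdala (SE 0.45, n = 3 against 3 arrays, adjusted p = 0.0146 from limma on genes), 1.43 in the hippocampus (SE 0.1, adjusted p = 0.00569), 3.6 in the cerebral cortex (SE 0.22, adjusted p = 0.00182) and 3.57 in the prefrontal cortex (SE 0.07, adjusted p = 9.39e-05). A probe set of Npas4, an activity-dependent transcription factor, and 1 of Hspa8, a constitutive heat shock protein, were called lower in all 4 areas, and 1 probe set without a gene symbol was called higher in all. The mean of the probe sets of Hspa8 fell less, by 0.71 in the amygdala, 0.43 in the hippocampus, 0.55 in the cerebral cortex and 0.37 in the prefrontal cortex, and was not called. In at least 3 areas, 37 probe sets were called, of 17 named genes and several probe sets without a symbol, where independent lists give 0.0654. Of the 37, 35 went in 1 direction, and with quantile normalization there were 24. S100a8 in the amygdala had an adjusted p of 0.0607 from limma without control replicate 2, and Npas4 in the amygdala (log2 fold change -1.26, SE 0.28, adjusted p = 0.0404 from limma) was not called when any 1 control array was left out.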

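The 1215 probe sets called in at least 1 area placed the arrays of each of the 8 groups in a cluster of their own when the tree was divided into 8 clusters. Divided into 4 clusters, it placed each area in its own. With all 45037 probe sets tested, the 4 areas again had a cluster each, and 5 of the 8 groups did. Probe sets of Ttr, S100a8 and S100a9 were among those called. The probe sets were chosen for a difference between treatments in the same arrays, so the separation of treatments on them is not independent of that choice.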

A heat map was created with unsupervised clustering using a total of 1006 probes with significant changes in the four brain areas, and demonstrated that all conditions were well differentiated according to treatment groups and brain areas (Figure 3e).

### 3.4. GSEA Predicts Potential Biological Function Related to CMS Induction

To clarify the potential underlying pathways involved in CMS stimulation, GSEA was further utilized as a means to identify hallmark gene signatures differentially regulated by stimuli (Figure 4 and Supplementary Table S3). According to combined four parts analysis, we identified several core gene clusters which were enriched in CMS-treated or control mice and were involved in several hallmarks among the four brain areas (Figure 4a). Among these hallmarks, specifically, the most enriched hallmark in Amy (Figure 4b), CC (Figure 4d), and PFC (Figure 4e) of CMS-treated mice were IFN-γ response, oxidative phosphorylation, and oxidative phosphorylation, respectively. 

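Immediate early genes, which neurons switch on with activity, were lower more often than higher with CMS. Of 36 measured, 13, 24, 24 and 23 were lower and 4, 0, 1 and 2 higher at an adjusted p under 0.05 from limma in the amygdala, hippocampus, cerebral cortex and prefrontal cortex (20, 25, 29 and 24 lower and 5, 1, 1 and 2 higher when adjusted over the list alone). The list's median log2 fold change was -0.154, -0.233, -0.436 and -0.495 in the same order (limma's camera, adjusted p = 0.000132, 1.99e-05, 2.31e-15 and 9.76e-21, and adjusted p = 0.0875, 0.119, 0.0634 and 0.026 with an estimated correlation). Past the fold threshold as well, 4, 4, 7 and 7 were called lower and none higher (the same counts when adjusted over the list alone). Fosb fell by 2.06 on the log2 scale (SE 0.06, n = 3 against 3 arrays, adjusted p = 0.000326 from limma) in the prefrontal cortex, Fos by 1.13 (SE 0.03, adjusted p = 0.000362 from limma) and Arc by 1.71 (SE 0.05, adjusted p = 0.000362 from limma) in the cerebral cortex and Egr2 by 1.39 (SE 0.11, adjusted p = 0.0064 from limma) in the hippocampus, where Egr2 fell by 0.97 with quantile normalization and was not called. Over 32 gene lists fixed before the data were examined and 4 areas, 57 of 128 tests passed an adjusted p under 0.05 with limma's camera and a preset inter-gene correlation of 0.01. With an estimated correlation 3 did, the thalamus and habenula list in the hippocampus, the choroid plexus list in the cerebral cortex and the immediate early genes in the prefrontal cortex. Without the genes of the paper's tables none of these 3 did (limma's camera, adjusted p = 0.0861 each with an estimated correlation). Of the 30 immediate early genes left, 2, 1, 3 and 3 were called lower in the amygdala, hippocampus, cerebral cortex and prefrontal cortex. The hallmark collection that the paper used was not used here.

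**Figure D1:**
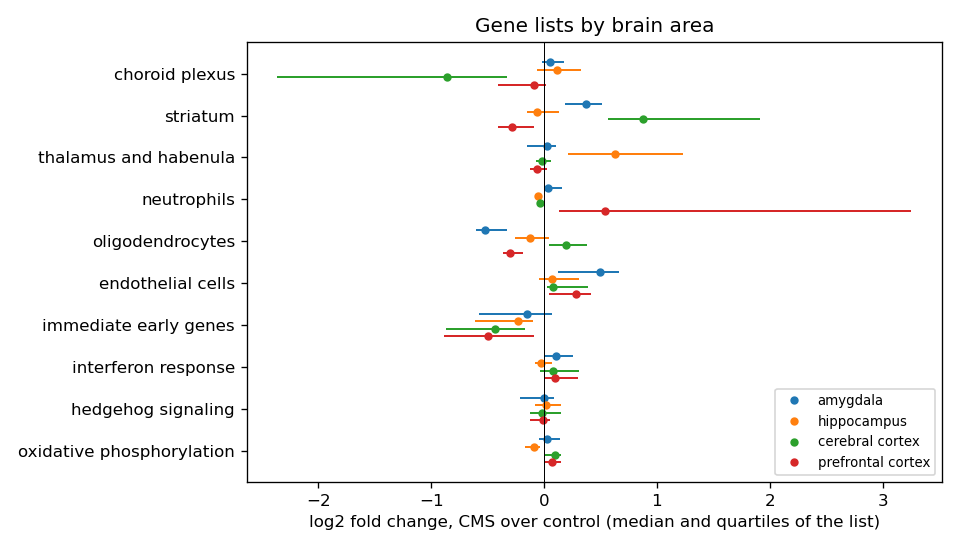
Log2 fold changes of CMS over control (horizontal axis) for 10 gene lists (vertical axis) in the 4 brain areas. Points are the medians of a list's measured genes and lines run from the lower to the upper quartile. The striatum list in the cerebral cortex has its median at 0.879 and the choroid plexus list in the same area at -0.862.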

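Of 73 measured genes that respond to interferon, 8 were higher and 2 lower with CMS in the amygdala at an adjusted p under 0.05, and 63 passed neither way (7 higher and 2 lower when adjusted over the list alone). The list's median log2 fold change was 0.108 there (limma's camera, adjusted p = 0.0335, and adjusted p = 0.152 with an estimated correlation). Only Ifitm3, which encodes an antiviral membrane protein, also passed the fold threshold, at a log2 fold change of 1.10 (SE 0.09, n = 3 against 3 arrays, adjusted p = 0.00338 from limma). Ifih1, a sensor of viral RNA, had 0.98 (SE 0.15, adjusted p = 0.0142 from limma). The list of oxidative phosphorylation had a median of 0.093 in the cerebral cortex (limma's camera, adjusted p = 2.99e-11, and adjusted p = 0.271 with an estimated correlation) and of 0.067 in the prefrontal cortex (adjusted p = 3.56e-06, and adjusted p = 0.308 with an estimated correlation). Of its 73 genes in the cerebral cortex, 12 were higher and none lower and 61 passed neither way (25 higher when adjusted over the list alone), with Atp5l of the ATP synthase at 0.37 (SE 0.06, adjusted p = 0.0213 from limma) and Uqcrh of complex III at 0.25 (SE 0.03, adjusted p = 0.0084 from limma). Of the same 73 in the prefrontal cortex, 17 were higher and none lower and 56 passed neither way (23 higher when adjusted over the list alone), with Atp5c1 of the ATP synthase at 0.65 (SE 0.08, adjusted p = 0.0126 from limma) and Cox6c of complex IV at 0.29 (SE 0.02, adjusted p = 0.00531 from limma), and no gene of the list passed the fold threshold in either area. The interferon list in the amygdala had an adjusted p of 0.0546 from limma's camera without CMS replicate 3 and 0.374 with the Reactome set of the same subject. With dim probe sets left out, its median was 0.198 and that of oxidative phosphorylation in the prefrontal cortex 0.125. The interferon list had 9 genes higher and none lower in the cerebral cortex and 12 higher and none lower in the prefrontal cortex (the same counts when adjusted over the list alone). Its medians there were 0.076 and 0.094 (limma's camera, adjusted p = 7.28e-05 and 0.000173, and adjusted p = 0.0815 and 0.0791 with an estimated correlation). For the hippocampus its median was -0.029 and its mean 0.016, with camera's direction up (adjusted p = 0.0605 from limma's camera). From its GSEA, the paper states the IFN-γ response in the amygdala and oxidative phosphorylation in the 2 cortical areas as the most enriched hallmarks. In its Table S3 the FDR of the IFN-γ response in the amygdala lies above 0.05. The mitotic spindle hallmark has a slightly higher score there. The list used here covers interferon responses in general, so it is not a test of the IFN-γ hallmark itself.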

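In the hippocampus, genes of a hedgehog signaling list were mixed. Of 35 measured, 6 were higher and 3 lower at an adjusted p under 0.05 from limma (6 and 3 when adjusted over the list alone), 26 passed neither way and none passed the fold threshold. Cntfr, the receptor of ciliary neurotrophic factor, had a log2 fold change of 0.61 (SE 0.15, n = 3 against 3 arrays, adjusted p = 0.0429 from limma) and Ache, which encodes acetylcholinesterase, 0.37 (SE 0.04, adjusted p = 0.0103 from limma). Etv5, a transcription factor of growth factor signaling, had -0.31 (SE 0.04, adjusted p = 0.0119 from limma). These are not components of the hedgehog pathway itself, whose 19 core genes had a median of -0.03 and a mean of -0.018 with camera's direction up (adjusted p = 0.427 from limma's camera), with 1 higher and none lower (none when adjusted over the list alone). The median of the list of 35 was 0.021 with camera's direction up (adjusted p = 0.000502, and adjusted p = 0.292 with an estimated correlation), and it was -0.003 without control replicate 2 and -0.008 for the Reactome set, both with camera's direction still up (adjusted p = 0.00138 and 0.00051 from limma's camera). It was 0.101 without dim probe sets and 0.078 with the most variable probe set per gene. With quantile normalization the adjusted p was 0.0805 from limma's camera. Oxidative phosphorylation had 1 gene higher and 30 lower of 73 in the hippocampus (2 higher and 34 lower when adjusted over the list alone), with a median of -0.086 (limma's camera, adjusted p = 0.0216, and adjusted p = 0.659 with an estimated correlation). Of all probe sets there, 15757 were lower and 2557 higher at an adjusted p under 0.05, with a median of -0.0465. Counts of lower genes in that area are therefore not specific to a list. Camera compares a list with the other genes, so a median slightly below 0 can carry its direction up.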

Interestingly, Hippo was a unique part with only a hallmark enriched in hedgehog signaling (Figure 4c).

### 3.5. Pathway Prediction and Regulatory Network Construction in CMS-Treated Mice

Metacore software was utilized to analyze regulatory signaling affected by CMS in all four brain areas. The differentially expressed genes were then categorized according to process networks, disease, and GO processes (Supplementary Table S4). The top ten significantly enriched terms were listed for each brain area after analysis using a threshold of FDR *p* < 0.01. 

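Some neutrophil genes rose with CMS in the prefrontal cortex, with 10 of 23 higher at an adjusted p under 0.05 and 13 passing neither way. Of 23 measured, 8 were called higher and none lower (9 when adjusted over the list alone), among them Camp, which encodes cathelicidin, at a log2 fold change of 4.02 (SE 0.17, n = 3 against 3 arrays, adjusted p = 0.00126 from limma), Lcn2 at 3.54 (SE 0.11, adjusted p = 0.000488 from limma) and Chil3 at 3.10 (SE 0.25, adjusted p = 0.00647 from limma). S100a9, the partner of S100a8, rose in the amygdala by 2.81 (SE 0.22, adjusted p = 0.00316 from limma), in the cerebral cortex by 3.8 (SE 0.09, adjusted p = 0.00017 from limma) and in the prefrontal cortex by 3.39 (SE 0.05, adjusted p = 3.77e-05 from limma), and had 0.30 in the hippocampus (SE 0.11, adjusted p = 0.0994 from limma). Genes of olfactory and airway epithelium moved in the same area as the neutrophil genes, with 4 of 17 called higher in the prefrontal cortex (4 when adjusted over the list alone), among them Cyp2f2 at 3.55 (SE 0.34, adjusted p = 0.00875 from limma, not called without control replicate 3). That list had a median of 0.067 (limma's camera, adjusted p = 0.000488, and adjusted p = 0.119 with an estimated correlation). The 4 hemoglobin probe sets that match several globin genes had a median of 0.537 in that area, and of 0.691 in the cerebral cortex, 0.457 in the hippocampus and 0.396 in the amygdala, and none was called. All 4 had an adjusted p under 0.05 in the prefrontal cortex, cerebral cortex and hippocampus (highest 0.0215, 0.00523 and 0.0196 from limma). In the amygdala 3 of the 4 did. Alas2, an enzyme of heme synthesis in red blood cells, was called higher in the prefrontal cortex at 1.18 (SE 0.11, adjusted p = 0.00822 from limma). In the cerebral cortex Alas2 had 0.96 (SE 0.2, adjusted p = 0.0436 from limma), below the fold threshold. The neutrophil list had a median of 0.544 in the prefrontal cortex (limma's camera, adjusted p = 7.81e-11, and adjusted p = 0.0522 with an estimated correlation). Without the genes of the paper's tables it was 0.225 over 16 genes, with 1 called higher (limma's camera, adjusted p = 0.000947, and adjusted p = 0.19 with an estimated correlation). The 15 genes of B and T lymphocytes had a median of 0.026 (limma's camera, adjusted p = 0.0424, and adjusted p = 0.568 with an estimated correlation) and none was called. The 19 microglia genes had a median of 0.14 with 3 higher and 1 lower at an adjusted p under 0.05 from limma, and none called (5 and 1 when adjusted over the list alone).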

The results indicated that CMS may affect several developmental processes in neurons and in the immune system. The most abundant gene alterations were found in the amygdala; therefore, we focused on this area for further analysis and regulatory network construction. 

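Genes of oligodendrocytes, the myelin-forming cells, were mostly lower with CMS in the amygdala. Astrocyte genes were lower more often than higher, with 9 of 19 passing neither way. Those of endothelial cells and of meninges and fibroblasts were mostly higher. Of 19 oligodendrocyte genes, 15 were lower and none higher at an adjusted p under 0.05 (17 when adjusted over the list alone). Gjb1, a gap junction protein, fell by 1.28 on the log2 scale (SE 0.11, n = 3 against 3 arrays, adjusted p = 0.00419 from limma) and Ugt8a, an enzyme of myelin lipid synthesis, by 1.02 (SE 0.08, adjusted p = 0.00347 from limma, not called without CMS replicate 2 or 3 or control replicate 2). Of 18 endothelial genes, 12 were higher and none lower (14 when adjusted over the list alone), with Vwf, von Willebrand factor, rising by 2.62 (SE 0.15, adjusted p = 0.00165 from limma). Of 19 astrocyte genes, 10 were lower and none higher (13 when adjusted over the list alone), with the gap junction gene Gja1 at -0.67 (SE 0.05, adjusted p = 0.00341 from limma), and of 20 genes of meninges and fibroblasts, 11 were higher and 2 lower (14 and 2 when adjusted over the list alone), with Mgp at 0.92 (SE 0.07, adjusted p = 0.00314 from limma) and Dcn at -0.5 (SE 0.05, adjusted p = 0.00523 from limma). No gene of these last 2 lists passed the fold threshold. Of 24 heat shock and folding genes, 11 were lower and 2 higher (17 and 2 when adjusted over the list alone) and none was called. The medians were -0.523 for oligodendrocytes (limma's camera, adjusted p = 7.8e-14, and adjusted p = 0.0999 with an estimated correlation), 0.494 for endothelial cells (adjusted p = 2.61e-05, and adjusted p = 0.0815 with an estimated correlation) and -0.19 for heat shock genes (adjusted p = 2.3e-08, and adjusted p = 0.0634 with an estimated correlation). They were also -0.19 for astrocytes (limma's camera, adjusted p = 5.35e-08, and adjusted p = 0.113 with an estimated correlation) and 0.497 for meninges and fibroblasts (adjusted p = 0.00101, and adjusted p = 0.105 with an estimated correlation).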

Firstly, we validated transcriptomic results in Amy using qPCR (Figure 5a). The top three upregulated and downregulated genes in Amy also demonstrated significant changes, consistent with the transcriptomic results. The underlying regulatory network was constructed based on the transcriptional regulation module. 

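Genes that the paper places in the NRSF and E2F1 network went both ways in the amygdala. Of 21 measured, 12 were lower and 6 higher at an adjusted p under 0.05 from limma (12 and 6 when adjusted over the list alone), and 5 passed the fold threshold, all lower. These were Cbln1, Usp31, Pcsk1 (a prohormone convertase), Grm2 (a metabotropic glutamate receptor) and Slc18a3 (the vesicular acetylcholine transporter), with log2 fold changes of -1.33, -1.02, -1.11, -1.1 and -1.03. The transcription factors themselves had log2 fold changes below the fold threshold, Rest, which encodes NRSF, at 0.00 (SE 0.05, n = 3 against 3 arrays, adjusted p = 0.972 from limma) and E2f1 at 0.28 (SE 0.04, adjusted p = 0.0174 from limma). The study chose this list on these samples, so its direction is not independent evidence. Its median was -0.334 (limma's camera, adjusted p = 0.00199, and adjusted p = 0.227 with an estimated correlation), and Pcsk1, Grm2, Slc18a3 and Usp31 were not called when some single arrays were left out. From its network of transcriptional regulation, the paper states that NRSF and E2F1 interact directly with many genes of neuronal function.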

We determined that two core transcription factors, NRSF and E2F1, which are downstream of BRM/SWI2-related gene 1 (BRG1) and GSK3β, respectively, had direct interactions with many genes related to neuronal functions (Figure 5b). Specifically, CMS may affect processes including cell–cell signaling, brain development, intracellular transport, neurogenesis, forebrain development, and nervous system development via modulation of NRSF and E2F1. Moreover, two important genes in this network, neuropillin-1 and cerebellin-1, related to neurite outgrowth were significantly downregulated in CMS-treated mice (Figure 5c), which further validates the impact of CMS on neurite trajectory observed through IHC staining (Supplementary Figures S1 and S2).

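Cbln1, which encodes the synapse-organizing protein cerebellin-1, fell by 1.33 on the log2 scale in the amygdala (SE 0.16, n = 3 against 3 arrays, adjusted p = 0.00889 from limma), and its 3 probe sets lay between -1.74 and -0.57. Nrp1, which encodes the semaphorin receptor neuropilin-1, had a mean log2 fold change of -0.63 over 4 probe sets (SE 0.08, adjusted p = 0.00937 from limma), and its probe sets lay between -1.02 and 0.06, with 1 passing the fold threshold. In the hippocampus the same genes were higher, Cbln1 at 0.72 (SE 0.07, adjusted p = 0.00869 from limma) and Nrp1 at 0.24 (SE 0.04, adjusted p = 0.021 from limma).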

### 3.6. Transthyretin (TTR) Is a Biomarker for MDD Monitoring

The identification of an applicable biomarker for MDD is necessary to improve diagnosis and monitoring in clinical settings. We filtered the results of the transcriptomic analysis to identify genes with a greater than twofold change in at least three of the four brain areas based on the previous analysis (Figure 3d). 

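Vwf, Lyz1, Malat1 and the immediate early genes Fos, Fosb, Arc and Npas4 were among the genes with a probe set called in 3 or 4 areas. Vwf rose in the hippocampus by 1.21 (SE 0.17, n = 3 against 3 arrays, adjusted p = 0.0148 from limma, not called without control replicate 1 or with quantile normalization) and in the prefrontal cortex by 1.76 (SE 0.15, adjusted p = 0.00699 from limma). Vwf had 1.16 in the cerebral cortex (SE 0.25, adjusted p = 0.0458 from limma on genes, with no call on its probe set or with any 1 array left out). A probe set of Lyz1, which encodes a lysozyme, had 1, 1.27 and 1.43 in the amygdala, cerebral cortex and prefrontal cortex, and the nuclear RNA Malat1 had a probe set at 1.11, 1.49 and 1.08 in the amygdala, hippocampus and cerebral cortex. Probe sets of Bptf and Arhgap32 were called higher in the amygdala and cerebral cortex and lower in the prefrontal cortex. Of the genes of Fig. 6a, 16 have a probe set of their own in the annotation used here, and the CMS effect of 14 differed between areas at an adjusted p under 0.05 in a single limma fit of all arrays.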

A total of 17 genes were selected for further analysis (Figure 6a). Notably, TTR was dramatically reduced in Amy, CC, and PFC after CMS treatment. 

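Ttr fell with CMS in 3 areas and not in the hippocampus. Its mean log2 fold change over 4 probe sets was -3.70 in the amygdala (SE 0.06, n = 3 against 3 arrays, adjusted p = 0.000115 from limma), -6.91 in the cerebral cortex (SE 0.05, adjusted p = 1.37e-06) and -7.15 in the prefrontal cortex (SE 0.08, adjusted p = 1.13e-05). In the hippocampus it was 0.11 (SE 0.04, adjusted p = 0.0777 from limma) and -0.105 with quantile normalization. The difference between the amygdala and the hippocampus was -3.81 (adjusted p = 1.26e-14 from limma over all arrays). Ttr is among the most abundant transcripts of the choroid plexus, and other choroid plexus genes moved with it in the cerebral cortex, such as Clic6 at -3.53 and Folr1 at -4. Of the 28 genes of the list, Ttr among them, 12 were called lower there and none higher (13 when adjusted over the list alone). The list's median there was -0.862 (limma's camera, adjusted p = 1.12e-18, and adjusted p = 0.026 with an estimated correlation), and without Ttr and the other genes of the paper's tables it was -0.551 over 19 genes (limma's camera, adjusted p = 4.64e-09, and adjusted p = 0.0861 with an estimated correlation). For the full list it was -0.093 in the prefrontal cortex (limma's camera, adjusted p = 3.65e-05, and adjusted p = 0.0815 with an estimated correlation), with 7 of 28 lower and none higher at an adjusted p under 0.05 (7 when adjusted over the list alone). Of these Ttr was called as a gene, and Kl was called on 1 of its 2 probe sets, at -1.97 (SE 0.11, adjusted p = 0.00474 from limma), with a mean of -0.98 over both (SE 0.05, adjusted p = 0.00263 from limma). For the amygdala the median was 0.052 and the mean -0.037, with Ttr called lower and Kcnj13 called higher (adjusted p = 0.636 from limma's camera for the list), and Kcnj13 was called again in 1 of the 6 fits that left out an array. For the hippocampus the median was 0.112 with camera's direction up (limma's camera, adjusted p = 8.97e-06, and adjusted p = 0.102 with an estimated correlation). There 4 of 28 genes were higher and 2 lower at an adjusted p under 0.05, and none was called. From the fall of Ttr in the amygdala, cerebral cortex and prefrontal cortex, the paper went on to measure it by qPCR and in serum.

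**Figure D2:**
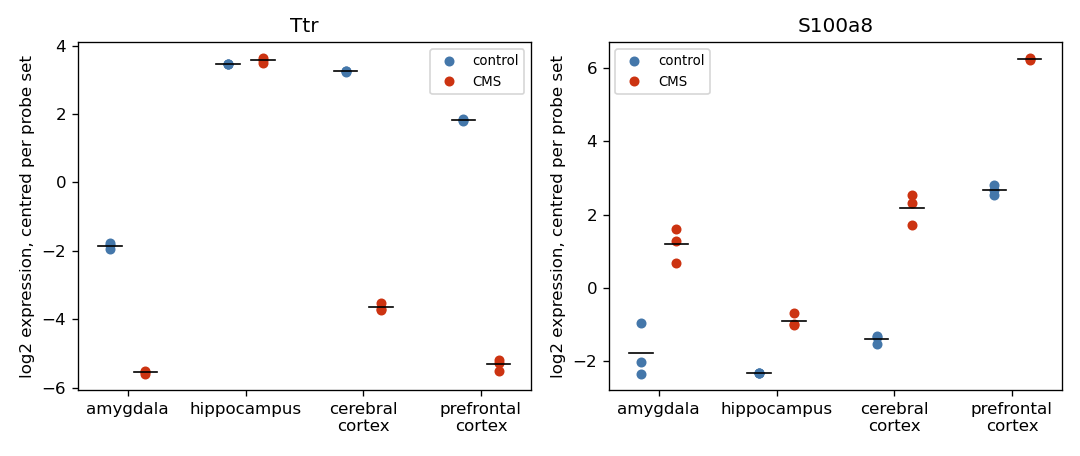
Log2 expression, centred per probe set, of Ttr and S100a8 (vertical axis) on each array of the 4 brain areas (horizontal axis), in control and CMS mice. Points are arrays and lines are means of 3 arrays. The CMS arrays of the prefrontal cortex lie at -5.5 to -5.19 for Ttr and its control arrays at 1.8 to 1.84.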

We further confirmed this by three independent qPCR primer sets in Amy highly related to emotion regulation (Figure 6b). ELISA also validated the finding of reduced serum TTR concentrations in CMS-treated mice (Figure 6c). Finally, we assessed whether the TTR concentration in the serum could distinguish patients with MDD (Supplementary Table S5; Figure 6d). Patients with diagnosed MDD were found to exhibit significantly reduced serum TTR compared with health controls. Furthermore, paired serum samples from MDD patients in acute and remission stages showed that TTR levels were significantly enhanced in the remission stage compared with the acute stage (Figure 6e).

## 4. Discussion

Although novel antidepressant therapies are currently emerging, challenges remain due to very limited knowledge of the molecular etiology and clinical complexity of MDD. CMS animal models are valuable tools to help improve understanding of the pathological processes underlying MDD. They can be used to identify specific biomarkers for disease monitoring and support the development of novel antidepressant treatment strategies [18]. In the present study, we found that the amygdala of CMS-treated mice displayed the greatest number of altered genes compared with other areas, which suggests that it was highly affected by CMS. It is not surprising that the amygdala exhibited the greatest number of gene expression changes following CMS treatment, since it plays a crucial role in regulation of the stress response and mediates the influence of stress on memory consolidation and recall [19]. Patients with depression and anxiety have been found to exhibit specific amygdala reactivity [20]. Furthermore, the amygdala represents the node of an extended corticolimbic circuit that supports emotion processing and stress responsiveness [21]. It interacts with other areas in the brain, including the hippocampus and prefrontal cortex, to promote enhancement of several forms of perceptual processing as well as attention, which serve to create memory of emotional material [22]. Accumulating evidence has shown that in the hippocampus, chronic stress may alter cellular functions and plasticity of neurons, and result in dendritic atrophy as well as inhibition of neurogenesis [23]. In particular, chronic stress can also induce dendritic atrophy and reduce the length of apical dendrites of pyramidal neurons in the CA1 and CA3 regions, which may reduce neuroplasticity [24,25,26]. Furthermore, since GABAergic interneurons of the hippocampus are important in the regulation of cellular and neural circuit function, their roles in the pathogenesis of MDD have been well documented [27]. Our results indicate that neurite outgrowth may also be affected by CMS.

In CMS-induced physiological and functional alterations, firstly, based on GSEA results, gene changes related to CMS in the amygdala are highly enriched in IFN-γ responses (Figure 4b). This indicates that the immune system and inflammatory response of mice may be induced by CMS. It has been reported that subjects with depression exhibit elevated levels of inflammatory immune activation [28]. Increases in pro-inflammatory cytokines, especially IL-1, IL-6, TNF-α, and IFN-γ, may exert neurotoxic effects on specific brain areas implicated in emotional regulation, including the amygdala, hippocampus, and cerebral cortex [29]. Secondly, sonic hedgehog signaling (Shh) was found to be significantly enriched in the hippocampus (Figure 4c). This is supported by a previous study, which found that impaired Shh signaling contributes the pathogenesis of several neurological disorders, including MDD [30]. Thirdly, both PFC and CC exhibited enrichment in the oxidative phosphorylation family of genes, suggesting that metabolic alterations may reflect the consequence of CMS stimulation. Accumulated evidence has revealed the link between CMS and alteration of metabolism. For example, stressed animals demonstrate decreased food intake and preference, as well as decreased appetite hormone homeostasis and systematic metabolome changes [31,32]. Upon deeper examination, we found significant changes in gene families related to electron transfer in the mitochondria complexes of stressed mice, suggesting that energy consumption may be affected by CMS (Figure 4d,e).

According to enrichment analysis, significant changed genes were highly correlated with pathways and signaling involved in the neural system (Supplementary Table S4). Specifically, we found alteration in NRSF and E2F1 transcriptional networks under BRG1 gene regulation in the amygdala (Figure 5b). In particular, NRSF exerted direct effects on various genes related to neurogenesis, metabolic processes, axonal guidance, and immunological regulation in the amygdala. The genes downstream of NRSF were also significantly altered in CMS-induced mice. Although NRSF is a well-known transcriptional regulator involved in neurogenesis and differentiation, its role in neurological disorders and diseases such as schizophrenia [33], Alzheimer’s disease [34], mood disorders [35], and other physiological functions remains controversial [36]. From a clinical perspective, NRSF may be a specific molecular target able to be suppressed by lithium, a mood-stabilizing drug [37]. Other previous studies have found, using transcriptional analysis, that the GSK3β-E2F1 axis may be involved in neuronal apoptosis and differentiation [38], as well as tumor growth [39], and has several direct effects on its downstream effectors. This implies that targeting of GSK3β-E2F1 or NRSF signaling may be able to reduce the effects of CMS-induced bipolar disorder.

In terms of the regulatory network, our results show that two important genes, GSK3β and BRG1, were significantly upregulated after CMS administration (Figure 5). This upregulation consequently resulted in downstream gene expression changes related to several neurophysiological functions, predominantly through two core transcription factors, E2F1 and NRSF. 

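Gsk3b, which encodes the kinase GSK3β, had a mean log2 fold change of 0.59 in the amygdala (SE 0.07, n = 3 against 3 arrays, adjusted p = 0.00899 from limma) over 6 probe sets that lay between -0.1 and 1.69, with 1 called higher. Smarca4, which encodes BRG1, had 0.59 (SE 0.1, adjusted p = 0.0186 from limma), from 1 probe set at 1.17 and 1 at 0.00. As means, neither gene passed the fold threshold. Gsk3b had 0.59 in the cerebral cortex (SE 0.09, adjusted p = 0.0174 from limma), in the hippocampus 0.26 (SE 0.03, adjusted p = 0.0121 from limma) and in the prefrontal cortex -0.03 (SE 0.05, adjusted p = 0.676 from limma). The difference between the amygdala and the prefrontal cortex was 0.62 (adjusted p = 0.000228 from limma over all arrays).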

Although GSK3β and BRG1 have been suggested to have an integral role in neurophysiological function, the molecular basis remains difficult to characterize in MDD [40,41]. This may support the development of therapeutic targets by identifying potential drugs that can reverse or regulate genes involved in MDD pathogenesis.

It has been demonstrated that stress can induce not only depressive-like behaviors, but also alterations in oxidative stress, inflammation, neurogenesis, DNA damage, and apoptosis, where the reduction of these changes can efficiently reverse psychopathological and behavioral abnormalities [42,43]. Our enrichment analysis results are also consistent with these studies, and indicate that greater numbers of physiological processes are enriched after CMS treatment (Supplementary Table S2). For example, accumulating evidence has shown that MDD is accompanied by the activation of immune/inflammatory-related cytokines and acute-phase proteins [44,45]. Two meta-analyses have demonstrated a correlation between the expression of several inflammatory cytokines and clinical bipolar disorder using a case-control study [46,47].

This study identified TTR as an applicable biomarker not only for MDD evaluation, but also for disease monitoring (Figure 6). TTR is a protein synthesized and secreted into peripheral blood and CSF, responsible for retinol and thyroxin transportation, and known as prealbumin [13]. It had been reported to associate with several diseases as well as neurological disease. It may aggregate into fibrils and be deposited into the nervous system and result in neuropathy called transthyretin amyloidosis. Some foster the dissociation of TTR tetramer and some facilitate misfolding and denaturation of monomers to cause the irreversible formation of amyloid fibrils. Furthermore, in addition to deposited amyloid fibrils, non-fibrillar circulating formations confer to neurotoxicity and organ disfunction [48]. This can support that lower TTR in peripheral blood may indicate neuropathogenesis. On the other hand, increasing of serum TTR levels by administrating TTR stabilizers may indicate a positive prognostic response to therapy [49]. Patients treated with TTR stabilizers by binding TTR to reduce dissociation of TTR showed reduced morbidity and mortality in a large clinical trial [50]. On the other hand, lower levels of TTR were observed during malnutrition or inflammation as a negative acute-phase reactant [51,52]. This evidence supports our transcriptomic findings that CMS may cause alterations in immune responses, inflammation, and metabolism (Figure 4; Supplementary Table S4) that may be correlated with TTR reduction. Although low TTR may be highly correlated with MDD, and suicidal ideation and low serotonin function in patients have been documented [53,54], the mechanism involved in CMS induced TTR reduction is still enigmatic. It is possible that CMS-induced GSK3β (Figure 5) reduces TTR expression via repressing heat shock factor 1 (HSF1) activation [55,56,57]. Manipulation including exogenous overexpression or endogenous knockdown as well as inhibition by drugs of GSK3β followed by TTR characterization should be considered to reveal the relationship between TTR and GSK3β pathways in the future. This may provide a potential actionable strategy for MDD treatments.

The current study was limited by several factors. Firstly, choosing the most ideal MDD animal model remains a controversial question. Therefore, it cannot be excluded that several confounding factors, such as environments, stressors, animal strains, and treatment strategies, may influence gene expression patterns. We used a CMS strategy with various unpredictable stressors to model MDD. It should be noted that MDD is not a homogenous disorder; it is diagnosed when a certain minimal number of symptoms are displayed in humans. Thus, a limitation of this study was that it may not have allowed clear differentiation of MDD depression subtypes, such as melancholic or atypical depression. Secondly, it should be noticed that MDD is a sex-biased (high occurrence in females) disease. Although only male mice were included for the CMS-induced MDD model, based on the consideration of estrogen interference, it cannot be excluded that some biases may exist. However, the validation in patients (75% females), which indicated that TTR was still highly correlated to MDD, suggested that it may be independent from sex. Thirdly, the sample size of patients with MDD was few and several confounding factors that may affect the power of TTR were difficult to analyze. In order to validate the clinical utilities of TTR, it is necessary to conduct a clinical trial with a large and comprehensive cohort in the future.

## 5. Conclusions

The current study utilized an MDD animal model to comprehensively dissect the underlying molecular mechanisms of MDD. CMS may induce MDD-like pathogenesis accompanied by physiological changes such as IFN-γ response, hedgehog signaling, and oxidative phosphorylation in different brain parts. This provided rationales for further MDD-related investigations. Furthermore, current results also identified TTR as a potential diagnostic and monitoring marker for clinical applications in the future.

## Figures and Tables

**Figure 1:**
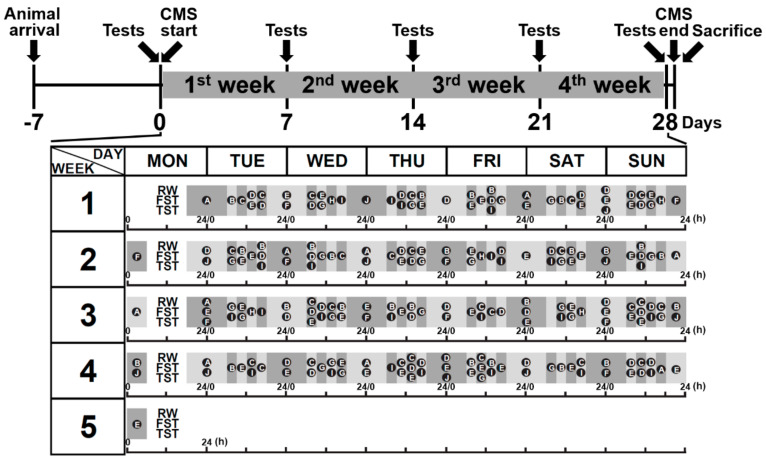
The induction schedule of chronic mild stress (CMS) treatment. Mice were allowed to remain in cages for a week before stress induction to eliminate the environment as a potential confounding factor. According to the protocol, CMS-treated mice underwent unpredicted unique or combined stressor exposure at a frequency of 6 days per week for 4 weeks. All CMS-treated mice experienced the same sequence of stressors; meanwhile, control mice were housed in standard conditions. At the end of the experiments, mice were sacrificed, and brain areas including the amygdala, hippocampus, prefrontal cortex, and cerebral cortex were isolated and collected. A, housing of rats; B, 45° cage tilt; C, cage shaking every 10 min; D, wet sawdust bedding; E, physical restraint; F, flash lighting; G, water emergency every 10 min; H, physical and social stress; I, tail pinching every 10 min; J, continuous overnight illumination; RW, running wheel; FST, forced swimming test; TST, tail suspension test.

**Figure 2:**
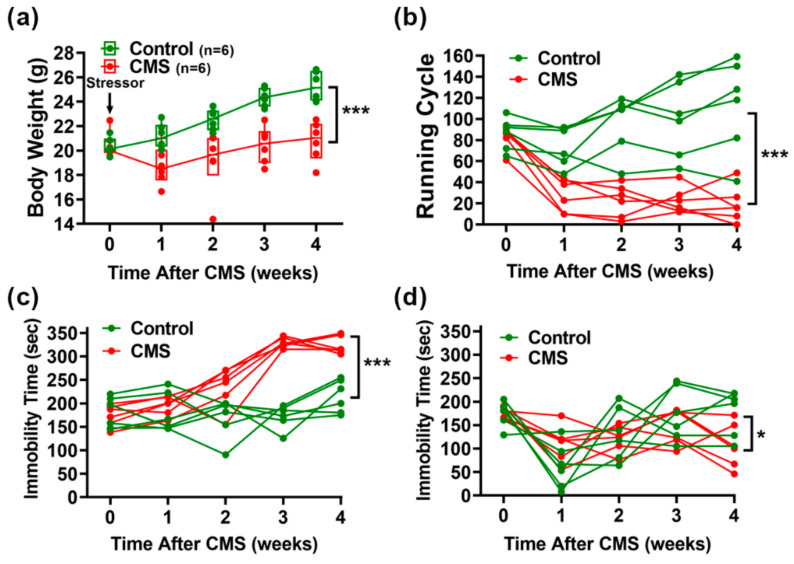
Behavioral tests of mice after CMS stimulation. (**a**) Body weight recording during 4-week CMS treatments. (**b)** Running wheel test results. Mice were placed on the running wheel for 5 min. Running cycles were recorded using a video camera then counted manually. (**c**) Forced swimming test results. Mice were placed in a glass cylinder filled with water for 6 min. Their time spent immobile was recorded, followed by analysis with DepressionScan Suite software. (**d**) Tail suspension test results. Mice were placed in a box to isolate them from visual distractions, and securely fastened and suspended for 6 min. Their time spent immobile was recorded, followed by analysis with DepressionScan Suite software. Statistical analyses were performed using two-way ANOVA and mixed-effects model (*n* = 6 for CMS and control groups). The significant interaction between time and CMS treatment was analyzed. *, *p* < 0,05; ***, *p* < 0.001.

**Figure 3:**
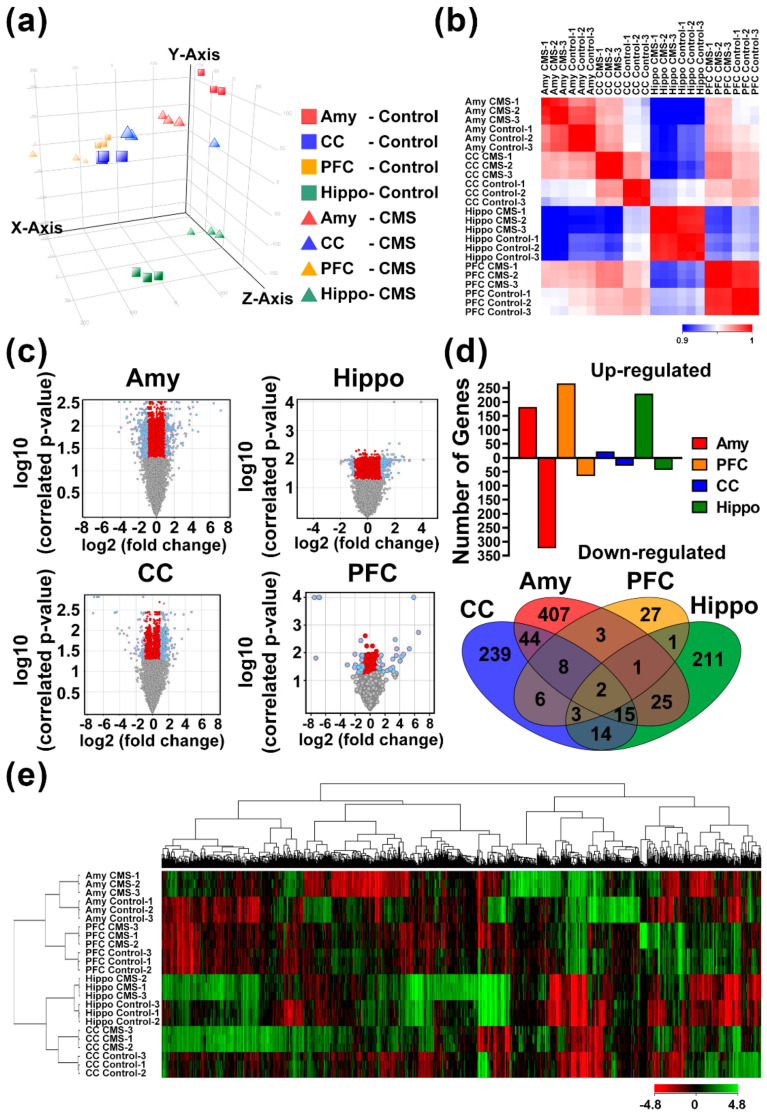
Whole-genome transcriptomic analysis for genes with significant alterations in brain areas due to chronic mild stress (CMS) stimuli. Brain areas from CMS and control mice (*n* = 3 for each group, biological repeats) were assessed for expression microarray experiments followed by Genespring (Agilent Technologies, Santa Clara, CA, USA) software analysis. (**a**) PCA correlation of individual samples. (**b**) Pearson correlation coefficient-based heat map of individual experiments. (**c**) Volcano plot of log2 fold change versus log10 false discovery rate (FDR)-correlated *p* value for all genes among four brain areas. Blue dots represent significant correlated genes with FDR *p* < 0.05 and fold-change >2. (**d**) Comparison of genes with significant changes and Venn diagram illustration of the four brain areas. (**e**) Heat map diagram with two-way unsupervised hierarchical clustering of significant union genes and samples. Each column represents a gene and each row represents a sample. The gene clustering tree is shown on the top, and the sample clustering tree is shown on the left. The color scale shown in the map illustrates the relative expression level of a gene across all samples: red represents an expression level above the mean and green represents expression lower than the mean. Amy, amygdala; hippo, hippocampus; PFC, prefrontal cortex; CC, cerebral cortex.

**Figure 4:**
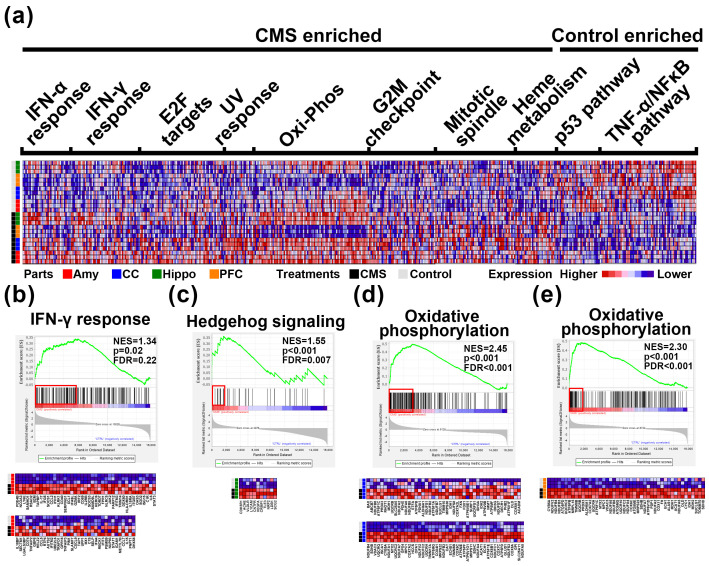
Gene set enrichment analysis (GSEA) of expression results in brain areas induced by chronic mild stress (CMS) stimuli. (**a**) Heat map showing core enriched gene clusters involved in several significant differences in hallmark signatures among the four brain areas, including IFN-α response, IFN-γ response, E2F targets, UV response, oxidative phosphorylation, G2M checkpoint, mitotic spindle, heme metabolism, p53 pathway, and TNF-α signaling. (**b**) Graphical representation of core-enriched genes in the CMS-treated amygdala showed positive enrichment for the IFN-γ response. (**c**) Graphical representation of core-enriched genes in the CMS-treated hippocampus showed positive enrichment for Hedgehog signaling. (**d**) Graphical representation of core-enriched genes in the CMS-treated CC showed positive enrichment for oxidative phosphorylation. (**e**) Graphical representation of core-enriched genes in the CMS-treated PFC showed positive enrichment for oxidative phosphorylation. Amy, amygdala; hippo, hippocampus; PFC, prefrontal cortex; CC, cerebral cortex; NES, normalized enrichment score; FDR, false discovery rate.

**Figure 5:**
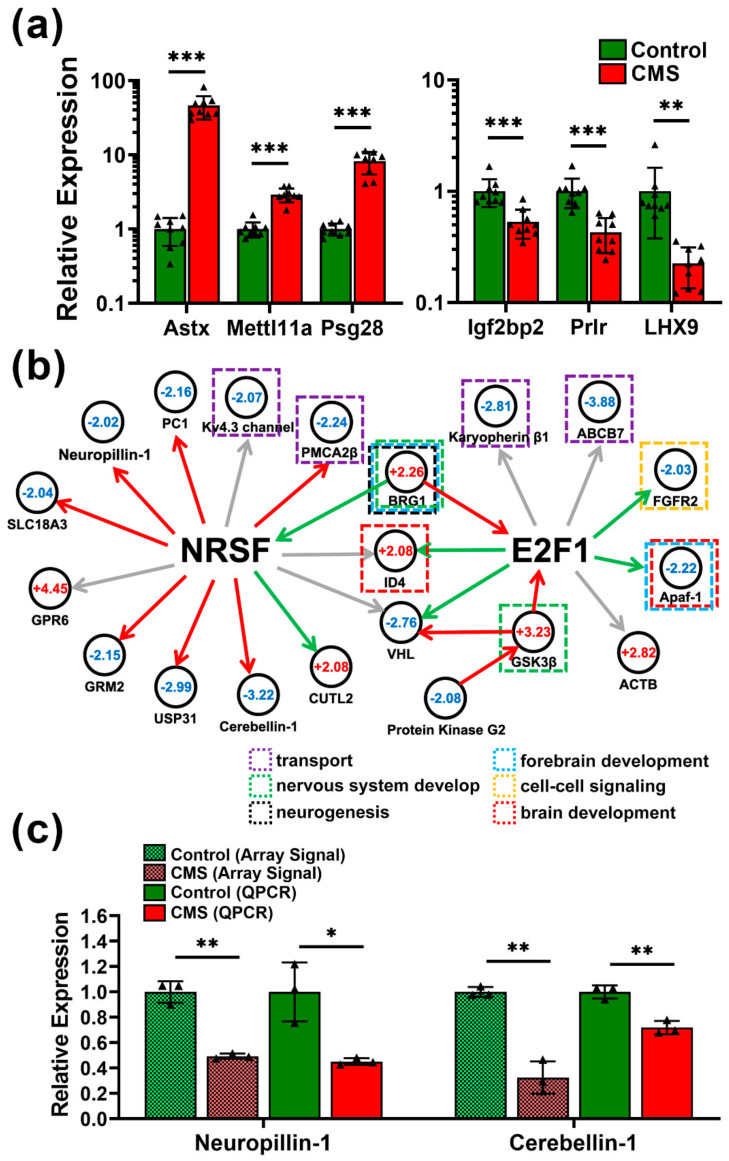
qPCR validation and network construction for underlying chronic mild stress (CMS)-induced molecular regulation. (**a**) qPCR validation for CMS-induced genes with significant alterations. Top three upregulated genes (**left** panel) and top three downregulated genes (**right** panel) in the CMS-treated amygdala. (**b**) Regulatory network construction based on transcriptional regulation. Genes displaying significant changes in the CMS-treated amygdala were subjected to further pathway analysis using Metacore software. NRSF and E2F functioned as two core transcription factors under BRG1 and GSK3β stimulation, respectively. Fold changes in gene expression are indicated with numbers, and genes with functions related to neurodevelopment and neurogenesis are highlighted. Green arrows indicate positive regulation/activation, red arrows indicate negative regulation/inhibition, and gray arrows indicate inconclusive regulation. (**c**) qPCR validation for neurite growth-related genes, neuropillin-1 and cerebellin-1. The results from both the expression array and qPCR were compared in parallel. GPR6, G protein-coupled receptor 6; GRM2, glutamate receptor metabotropic 2; USP31, ubiquitin specific peptidase 31; KCNQ5, potassium voltage-gated channel KQT-like subfamily 5; CUTL2, cut-like homeobox 2; PMCA2b, plasma membrane calcium ATPase 2; SLC18A3, solute carrier family 18; PC1, proprotein convertase subtilisin/kexin type 1; BRG1, BRM/SWI2-related gene 1; ID4, inhibitor of DNA binding 4; VHL, von Hippel-Lindau tumor suppressor; ACTB, beta-actin; Apaf-1, apoptotic peptidase activating factor 1; FGFR2, fibroblast growth factor receptor 2; ABCB7, ATP-binding cassette B7. Statistical analysis was performed using unpaired, two-tailed Student’s *t* tests. * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001.

**Figure 6:**
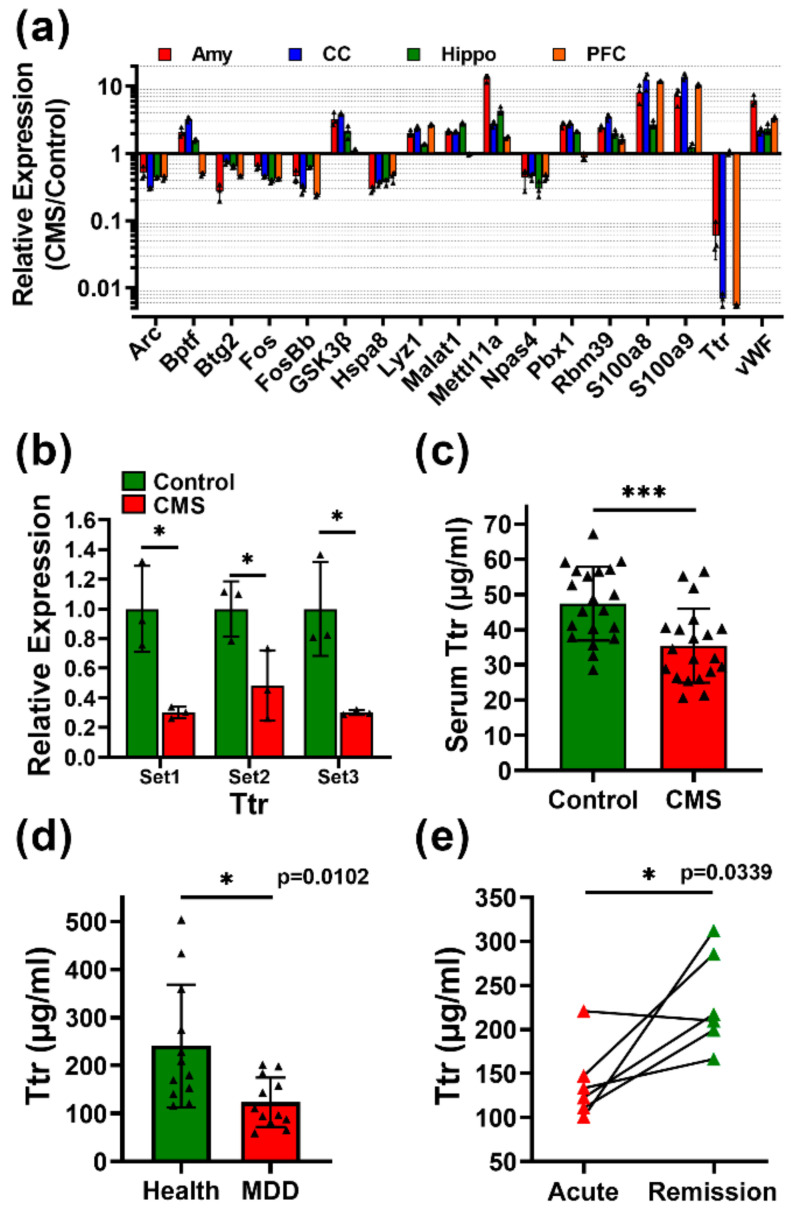
Transthyretin (TTR) is a serum biomarker for major depressive disorder (MDD). (**a**) Expression profiling of genes with significant changes and consistent trends in response to CMS treatment in at least three of the four brain areas. TTR exhibited significant downregulation in the amygdala, prefrontal cortex, and cerebral cortex after CMS treatments. (**b**) qPCR validation of TTR expression in the amygdala using three independent sets of primers. (**c**) Serum TTR concentrations in CMS-treated and control mice according to ELISA (*n* = 20 independent mouse serum samples from three independent CMS treatments per group). (**d**) Serum TTR concentrations in patients with diagnosed MDD and case-controls. (**e**) TTR concentrations in paired serum samples from patients at acute and remission phases of MDD. Statistical analysis was performed using an unpaired, two-tailed Student’s *t*-test (**d**) and a paired, two-tailed Student’s *t*-test (**e**). Amy, amygdala; hippo, hippocampus; PFC, prefrontal cortex; CC, cerebral cortex. * *p* < 0.05, and *** *p* < 0.001.

## Data Availability

All data generated or analyzed during this study are included in this published article.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/biomedicines9091124/s1. Figure S1: Immunohistochemical staining of Tau-1. Figure S2: Immunohistochemical staining of MAP2. Table S1: Primer List for SYBR Green Quantitative PCR. 

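Supplementary Table S2 lists, for each area, the 10 genes with the largest increase and the 10 with the largest decrease, as ratios of CMS over control with a p-value. Of its 80 entries, 76 were compared with a probe set of the same gene, all in the same direction and all called by limma at the thresholds used here. The other 4, 2 in the amygdala and 2 in the cerebral cortex, are not analysed here. Where a gene stands on 2 lines, such as Syndig1l (Tmem90a in the table), its lines and probe sets were paired by the size of the change, which gave log2 fold changes of 2.73 and 2.42 in the cerebral cortex. The ratio given for Ttr in the cerebral and prefrontal cortex is rounded, so that its log2 value is known only in part.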

Table S2: Genes differentially expression in prefrontal cortex, cerebral cortex, amygdala and hippocampus with CMS. Table S3: Gene Enrichment Analysis for CMS vs. Control Mouse Model in Amygdala, Hippocampus, Cerebral Cortex and Prefrontal Cortex. Table S4: Characteristics of patients with MDD and control individuals in the TTR testing cohort.

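Gene set enrichment by a ranking of genes on their signal-to-noise ratio, with 10000 permutations of genes, gave normalized enrichment scores of 2.123 for the interferon list in the amygdala (adjusted p = 0.0014 from the gene permutation), 1.626 for the hedgehog list in the hippocampus (adjusted p = 0.0382 from the gene permutation), and 2.116 and 2.106 for oxidative phosphorylation in the cerebral and prefrontal cortex (adjusted p = 0.00122 each from the gene permutation). The interferon list was also enriched in the cerebral and prefrontal cortex, each at an adjusted p of 0.00122 by this permutation, and in the hippocampus at 0.0398. Its scores of 2.255 in the cerebral cortex and 2.438 in the prefrontal cortex were above its score in the amygdala. They were also above those of oxidative phosphorylation in the same areas. The lists were written for this purpose and are not the hallmark sets of the paper. Permuting genes treats the genes of a list as independent of each other.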

# Supplementary material for: Transthyretin as a Biomarker to Predict and Monitor Major Depressive Disorder Identified by Whole-Genome Transcriptomic Analysis in Mouse Models
**Source:** Biomedicines. 2021 Aug 31;9(9):1124. doi: 10.3390/biomedicines9091124
**Supplement:** Supplementary file 1

**Supplementary Material****Transthyretin as a biomarker to predict and monitor major depressive disorder identified by whole-genome transcriptomic analysis in mouse models****Sung-Liang Yu<sup>1,2,3,4</sup>, Selina Shih-Ting Chu<sup>1</sup>, Min-Hui Chien<sup>1</sup>, Po-Hsiu Kuo<sup>5</sup>, Pan-Chyr Yang<sup>6</sup> and Kang-Yi Su<sup>1,2,7\*</sup>**

-
-
-
-
-
-
-

**Supplemental Tables:****Supplemental Table S1: Primer List for SYBR Green Quantitative PCR**

| Gene Symbol | Description                                      | RefSeq Number  | Forward Primer                  | Reverse Primer                |
|-------------|--------------------------------------------------|----------------|---------------------------------|-------------------------------|
| Npr1        | Neuropilin-1                                     | NM_008727      | 5'-CAATCAGAGTTCCCGACATACG-3'    | 5'-CTGAATCGGCCCTGTCTTG-3'     |
| Cbln1       | Cerebellin-1                                     | NM_019626      | 5'-ATGAGCCGTCCGAGATGAG-3'       | 5'-TGCGTTCTGAGTCAAAGTTGTTC-3' |
| Astx        | Amplified spermatogenic transcripts X encoded 5  | NR_152851.1    | 5'-CTGATGAAGGAACCCAGGAGAT-3'    | 5'-AAAAACCTGGCTGACAGTTCCA-3'  |
| Mettl11a    | N-terminal Xaa-Pro-Lys N-methyltransferase-1     | NM_001356433.1 | 5'-ACATCTCCAACATCGACCTCAACA-3'  | 5'-TACCAGCGCCACAGTCCAA-3'     |
| Psg28       | pregnancy-specific glycoprotein 28               | NM_054063.4    | 5'-CGTCCAAGTCAACATCCACAAG-3'    | 5'-AACTGTGCTGTCCGTGACTCTCA-3' |
| Irf2bp2     | Interferon regulatory factor 2 binding protein 2 | NM_001164598.2 | 5'-GGCAGGTTGTTGGGTTTCG-3'       | 5'-TTTTCCTTGCTGTCCTTGCA-3'    |
| Prlr        | Prolactin receptor                               | NM_011169.5    | 5'-ATCCCTGGTATGGCAGACTTTTC-3'   | 5'-CGATGCTCACCTCCACAGAGA-3'   |
| Lhx9        | LIM homeobox protein 9                           | NM_001025565.2 | 5'-GCAAGGAGGATTATTACAGAAGGTT-3' | 5'-CGCGCATGACCATCTCAGA-3'     |
| Ttr         | Transthyretin                                    | NM_013697.5    | 5'-AGCCCTTTGCCTCTGGGAAGAC-3'    | 5'-TGCGATGGTGTAGTGGCGATGG-3'  |
| Ttr         | Transthyretin                                    | NM_013697.5    | 5'-GACAGGATGGCTTCCCTTCG-3'      | 5'-CCAGGACTTTGACCATCAGAGG-3'  |
| Ttr         | Transthyretin                                    | NM_013697.5    | 5'-CGTACTGGAAGACACTTGGCAT-3'    | 5'-GCCGTGGTGTGTAGGAGTAT-3'    |
| TBP         | TATA box binding protein                         | NM_013684      | 5'-TGCCCAGCATCACTATTTCA-3'      | 5'-CAGATCTTCCCTAGAGCATCCT-3'  |

**Supplemental Table S2:** Genes differentially expression in prefrontal cortex, cerebral cortex, amygdala and hippocampus with CMS

| Gene symbol | Gene name                                                | Refseq         | GCRMA <i>p</i> -value | Fold Change |
|-------------|----------------------------------------------------------|----------------|-----------------------|-------------|
| Amygdala    |                                                          |                |                       |             |
| Astx        | amplified spermatogenic transcripts X encoded 5          | NR_152851.1    | 0.0029                | 16.60       |
| Mettl11a    | methyltransferase like 11A                               | NM_001356433.1 | 0.0041                | 13.22       |
| Psg28       | pregnancy-specific glycoprotein 28                       | NM_054063.4    | 0.0093                | 12.89       |
| S100a8      | small calcium-binding protein A8                         | NM_013650      | 0.0268                | 7.85        |
| S100a9      | small calcium binding protein A9                         | NM_009114      | 0.0111                | 7.01        |
| Vwf         | von Willebrand factor                                    | NM_011708      | 0.0088                | 6.14        |
| Ccr11       | chemokine (C-C motif) receptor-like 1                    | NM_145700      | 0.0102                | 5.52        |
| Sppl3       | signal peptide peptidase like 3                          | NM_029012      | 0.0126                | 4.36        |
| Sdr39u1     | short chain dehydrogenase/reductase family 39U, member 1 | NM_001082975   | 0.0222                | 4.06        |
| Ndfip2      | Nedd4 family interacting protein 2                       | NM_029561      | 0.0088                | 3.94        |
| Ttr         | transthyretin                                            | NM_013697      | 0.0135                | 0.05        |
| Pmch        | pro-melanin-concentrating hormone                        | NM_029971      | 0.0029                | 0.06        |
| Vgll3       | vestigial like 3                                         | NM_028572      | 0.0029                | 0.08        |
| Gh          | growth hormone                                           | NM_008117      | 0.0062                | 0.10        |
| Trhr        | thyrotropin-releasing hormone receptor                   | NM_013696      | 0.0084                | 0.11        |
| C1ql2       | complement component 1, q subcomponent-like 2            | NM_207233      | 0.0055                | 0.14        |
| Grp         | gastrin-releasing peptide                                | NM_175012      | 0.0119                | 0.14        |
| Lhx9        | LIM homeobox 9                                           | NM_001025565.2 | 0.0231                | 0.15        |
| Prlr        | prolactin receptor1                                      | NM_011169.5    | 0.0119                | 0.16        |
| Irf2bp2     | interferon regulatory factor 2 binding protein 2         | NM_001164598.2 | 0.0254                | 0.17        |

## Hippocampus

|          |                                                              |              |        |       |
|----------|--------------------------------------------------------------|--------------|--------|-------|
| Shox2    | short stature homeobox 2                                     | NM_013665    | 0.0106 | 17.22 |
| Tcf7l2   | transcription factor 7-like 2 (T-cell specific, HMG-box)     | NM_001142918 | 0.0116 | 8.53  |
| Ptbp1    | polypyrimidine tract binding protein 1                       | NM_008956    | 0.0109 | 6.51  |
| Inadl    | inactivation no after-potential D-like protein               | NM_172696    | 0.0086 | 6.39  |
| Synpo2   | synaptopodin 2                                               | NM_001191963 | 0.0080 | 5.82  |
| Zic1     | Zic family member 1                                          | NM_009573    | 0.0029 | 5.09  |
| Tnnt1    | troponin T type 1                                            | NM_011618    | 0.0119 | 5.04  |
| Baiap3   | brain-specific angiogenesis inhibitor 1-associated protein 3 | NM_001163270 | 0.0304 | 4.88  |
| Mettl11a | methyltransferase like 11A                                   | NM_170592    | 0.0107 | 4.36  |
| Sema3f   | semaphorin-3F                                                | NM_011349    | 0.0086 | 4.20  |
| Dusp28   | dual specificity phosphatase 28                              | NM_175118    | 0.0143 | 0.26  |
| Fmod     | fibromodulin                                                 | NM_021355    | 0.0119 | 0.26  |
| Npas4    | neuronal PAS domain protein 4                                | NM_153553    | 0.0123 | 0.29  |
| Dync1li1 | dynein, cytoplasmic 1, light intermediate chain 1            | NM_146229    | 0.0107 | 0.32  |
| Tshz2    | teashirt zinc finger homeobox                                | NM_080455    | 0.0110 | 0.34  |
| Egr2     | early growth response 2                                      | NM_010118    | 0.0110 | 0.36  |
| Cyp20a1  | cytochrome P450, family 20, subfamily A, polypeptide 1       | NM_030013    | 0.0107 | 0.37  |
| Ier5l    | immediate early response 5-like                              | NM_030244    | 0.0392 | 0.38  |
| Fos      | FBJ murine osteosarcoma viral oncogene homolog               | NM_010234    | 0.0103 | 0.39  |
| Phkg1    | phosphorylase kinase, gamma 1                                | NM_011079    | 0.0150 | 0.40  |

## Prefrontal Cortex

|     |                              |           |        |       |
|-----|------------------------------|-----------|--------|-------|
| Ngp | neutrophilic granule protein | NM_008694 | 0.0073 | 39.30 |
|-----|------------------------------|-----------|--------|-------|

|                 |                                                                   |              |        |       |
|-----------------|-------------------------------------------------------------------|--------------|--------|-------|
| Ltf             | lactotransferrin                                                  | NM_008522    | 0.0136 | 19.21 |
| Camp            | cathelicidin antimicrobial peptide                                | NM_009921    | 0.0198 | 16.20 |
| S100a8          | small calcium-binding protein A8                                  | NM_013650    | 0.0073 | 11.86 |
| Lcn2            | Lipocalin-2, Neutrophil gelatinase-associated lipocalin precursor | NM_008491    | 0.0126 | 11.67 |
| S100a9          | small calcium binding protein A9                                  | NM_009114    | 0.0034 | 10.46 |
| Chi3l3          | chitinase 3-like 3                                                | NM_009892    | 0.0453 | 8.60  |
| Cbr2            | Carbonyl reductase 2                                              | NM_007672    | 0.0167 | 8.54  |
| Plunc           | Palate, lung, and nasal epithelium carcinoma associated protein   | NM_011126    | 0.0341 | 8.41  |
| Acbd7           | acyl-Coenzyme A binding domain containing                         | NM_030063    | 0.0407 | 6.57  |
| Ttr             | transthyretin                                                     | NM_013697    | 0.0001 | 0.01  |
| Irs4            | insulin receptor substrate 4                                      | NM_010572    | 0.0277 | 0.12  |
| Atf3            | activating transcription factor 3                                 | NM_007498    | 0.0332 | 0.23  |
| Fosb            | FBJ murine osteosarcoma viral oncogene homolog B                  | NM_008036    | 0.0115 | 0.24  |
| Kl              | klotho                                                            | NM_013823    | 0.0279 | 0.25  |
| Cyr61           | IGFBP-10,cysteine-rich, angiogenic inducer, 61                    | NM_010516    | 0.0329 | 0.33  |
| Clspn           | claspin homolog                                                   | NM_175554    | 0.0473 | 0.36  |
| Fos             | FBJ murine osteosarcoma viral oncogene homolog                    | NM_010234    | 0.0037 | 0.42  |
| Baiap3          | BAI1-associated protein                                           | NM_001163270 | 0.0364 | 0.42  |
| Rab14           | RAB14, member RAS oncogene family                                 | NM_016322    | 0.0407 | 0.43  |
| Cerebral Cortex |                                                                   |              |        |       |
| S100a9          | small calcium binding protein A9                                  | NM_009114    | 0.0040 | 13.89 |
| S100a8          | small calcium-binding protein A8                                  | NM_013650    | 0.0158 | 12.10 |

|         |                                                               |              |        |      |
|---------|---------------------------------------------------------------|--------------|--------|------|
| Drd2    | dopamine receptor D21                                         | NM_010077    | 0.0358 | 8.10 |
| Tmem90a | transmembrane protein 91                                      | NM_001033334 | 0.0040 | 6.64 |
| Pde10a  | phosphodiesterase 10A                                         | NM_011866    | 0.0218 | 6.59 |
| Brd4    | bromodomain containing 41                                     | NM_020508    | 0.0087 | 6.52 |
| Rxrg    | retinoid X receptor, gamma                                    | NM_009107    | 0.0259 | 6.32 |
| Pex5l   | peroxisomal biogenesis factor 5                               | NM_021483    | 0.0491 | 6.17 |
| Fam102b | family with sequence similarity 102, member B                 | NM_001163568 | 0.0377 | 5.77 |
| Tmem90a | transmembrane protein 90A                                     | NM_001105579 | 0.0087 | 5.35 |
| Ttr     | transthyretin                                                 | NM_013697    | 0.0037 | 0.01 |
| Kl      | klotho                                                        | NM_013823    | 0.0036 | 0.04 |
| Kcne2   | potassium voltage-gated channel, Isk-related family, member 2 | NM_134110    | 0.0035 | 0.05 |
| Clic6   | chloride intracellular channel 6                              | NM_172469    | 0.0088 | 0.05 |
| Folr1   | folate receptor 1 (adult)                                     | NM_008034    | 0.0118 | 0.06 |
| Sostdc1 | sclerostin domain containing 1                                | NM_025312    | 0.0099 | 0.08 |
| Calml4  | calmodulin-like 4                                             | NM_138304    | 0.0118 | 0.09 |
| Prlr    | prolactin receptor1                                           | NM_011169    | 0.0291 | 0.10 |
| Kcnj13  | potassium inwardly-rectifying channel, subfamily J, member 13 | NM_053608    | 0.0130 | 0.12 |
| Cldn2   | claudin 2                                                     | NM_016675    | 0.0195 | 0.14 |

---

**Supplemental Table S3:** Combined Four Brain Parts Gene Set Enrichment Analysis (GSEA) for CMS-treated and Control Mouse Enriched Hallmarks

|                           | Amy        |                    |             | Hippo      |                    |             | CC         |                    |             | PFC        |                    |             |
|---------------------------|------------|--------------------|-------------|------------|--------------------|-------------|------------|--------------------|-------------|------------|--------------------|-------------|
|                           | NES        | Normalized p-value | FDR q-value | NES        | Normalized p-value | FDR q-value | NES        | Normalized p-value | FDR q-value | NES        | Normalized p-value | FDR q-value |
| INTERFERON_ALPHA_RESPONSE | 1.1949844  | 0.18181819         | 0.5485827   | NA         | NA                 | NA          | 1.5238925  | 0.02053388         | 0.04102738  | 1.4057144  | 0.03599374         | 0.13118502  |
| INTERFERON_GAMMA_RESPONSE | 1.3393779  | 0.0238342          | 0.2241013   | NA         | NA                 | NA          | 1.0793613  | 0.29744527         | 0.39951953  | 1.3024528  | 0.05221519         | 0.15935773  |
| HEDGEHOG_SIGNALING        | NA         | NA                 | NA          | 1.5523996  | 0                  | 0.00669643  | NA         | NA                 | NA          | NA         | NA                 | NA          |
| E2F_TARGETS               | 1.1560118  | 0.1745531          | 0.4932109   | NA         | NA                 | NA          | 1.4891485  | 0.0019084          | 0.04556593  | 1.2055364  | 0.12426036         | 0.26067472  |
| UV_RESPONSE               | 1.1771957  | 0.1782284          | 0.5035012   | NA         | NA                 | NA          | 1.7186596  | 0                  | 0.00935707  | NA         | NA                 | NA          |
| OXIDATIVE_PHOSPHORYLATION | NA         | NA                 | NA          | NA         | NA                 | NA          | 2.4545264  | 0                  | 0           | 2.3004322  | 0                  | 0           |
| G2M_CHECKPOINT            | 0.926658   | 0.65726227         | 0.872483    | NA         | NA                 | NA          | 1.4702443  | 0.00770713         | 0.05037841  | 0.8722858  | 0.7714702          | 0.77198696  |
| MITOTIC_SPINDLE           | 1.342231   | 0.01549587         | 0.27221018  | NA         | NA                 | NA          | 0.9535971  | 0.5555556          | 0.6462578   | NA         | NA                 | NA          |
| HEME_METABOLISM           | 0.75689393 | 0.93157893         | 0.9761383   | NA         | NA                 | NA          | 1.3694173  | 0.03183521         | 0.0914392   | 1.0102863  | 0.41343284         | 0.57255167  |
| P53_PATHWAY               | -1.074966  | 0.20930232         | 0.46706864  | -0.2227299 | -0.6545895         | 0.998       | 1.0605545  | 0.3216912          | 0.42819828  | -1.8520246 | 0                  | 0.00191985  |
| TNFA_SIGNALING/NFKB       | 0.7099219  | 0.9728318          | 0.98634404  | -0.4344704 | -1.2754439         | 0.002       | -1.7944107 | 0                  | 0.00452296  | -2.0132668 | 0                  | 0.00125     |

Amy, amygdala; Hippo, hippocampus; CC, cerebral cortex; PFC, prefrontal cortex; NES, normalized enrichment score; FDR, false discovery rate

NA, not available due to without enrichments.

**Supplemental Table S4:** Gene Enrichment Analysis for CMS vs. Control Mouse Model in Amygdala, Hippocampus, Cerebral Cortex and Prefrontal Cortex

| Enrichment                                                | Amy       |           | Hippo     |           | CC        |           | PFC       |           |
|-----------------------------------------------------------|-----------|-----------|-----------|-----------|-----------|-----------|-----------|-----------|
|                                                           | p-value   | FDR       | p-value   | FDR       | p-value   | FDR       | p-value   | FDR       |
| <b><i>Process networks</i></b>                            |           |           |           |           |           |           |           |           |
| Signal transduction_Cholecystokinin signaling             | 7.165E-08 | 1.060E-05 | 6.187E-01 | 7.617E-01 | 9.872E-02 | 3.067E-01 | 2.921E-01 | 5.360E-01 |
| Reproduction_Feeding and neurohormone signaling           | 9.759E-05 | 3.611E-03 | 1.107E-02 | 2.569E-01 | 7.904E-03 | 7.542E-02 | 4.982E-01 | 5.360E-01 |
| Immune response_Th17-derived cytokines                    | 2.472E-01 | 5.462E-01 | 1.141E-02 | 2.569E-01 | 2.035E-04 | 2.971E-02 | 2.443E-04 | 1.759E-02 |
| DNA damage_Checkpoint                                     | 1.014E-01 | 3.217E-01 | 3.068E-01 | 6.749E-01 | 1.498E-01 | 3.706E-01 | 6.002E-04 | 2.161E-02 |
| Inflammation_Amphoterin signaling                         | 9.040E-04 | 1.672E-02 | 2.123E-02 | 2.569E-01 | 7.187E-04 | 4.372E-02 | 5.493E-02 | 4.944E-01 |
| Cell adhesion_Integrin-mediated cell-matrix adhesion      | 1.235E-03 | 2.031E-02 | 3.021E-01 | 6.749E-01 | 2.812E-01 | 5.002E-01 | 5.049E-01 | 5.360E-01 |
| Transcription_Nuclear receptor transcriptional regulation | 6.534E-02 | 2.480E-01 | 2.554E-01 | 6.168E-01 | 1.407E-03 | 4.372E-02 | 4.725E-01 | 5.360E-01 |
| Reproduction_Gonadotropin regulation                      | 3.312E-02 | 1.801E-01 | 5.381E-01 | 7.586E-01 | 1.639E-03 | 4.372E-02 | 3.453E-03 | 8.286E-02 |
| Development_Blood vessel morphogenesis                    | 2.158E-03 | 2.904E-02 | 1.465E-01 | 5.543E-01 | 1.743E-01 | 3.766E-01 | 5.526E-03 | 9.946E-02 |
| Signal transduction_WNT signaling                         | 9.467E-01 | 9.867E-01 | 2.124E-01 | 6.168E-01 | 2.585E-03 | 4.372E-02 | 4.400E-01 | 5.360E-01 |
| <b><i>Disease</i></b>                                     |           |           |           |           |           |           |           |           |
| Central Nervous System Diseases                           | 1.543E-23 | 2.859E-20 | 3.669E-05 | 5.775E-04 | 4.507E-17 | 5.312E-15 | 5.933E-06 | 6.526E-05 |
| Brain Diseases                                            | 3.087E-23 | 2.860E-20 | 1.164E-05 | 2.932E-04 | 2.057E-16 | 1.996E-14 | 2.033E-06 | 2.702E-05 |
| Mental Disorders                                          | 1.103E-22 | 6.811E-20 | 1.055E-04 | 1.264E-03 | 1.674E-17 | 2.302E-15 | 1.921E-07 | 5.220E-06 |
| Psychiatry and Psychology                                 | 1.487E-22 | 6.890E-20 | 3.354E-05 | 5.775E-04 | 4.157E-17 | 5.277E-15 | 2.388E-07 | 5.807E-06 |
| Rectal Disease                                            | 4.938E-21 | 1.525E-18 | 5.526E-08 | 3.479E-05 | 2.089E-21 | 2.038E-18 | 6.185E-06 | 6.559E-05 |

## Congenital, Hereditary, and Neonatal Disease and

|                                             |           |           |           |           |           |           |           |           |
|---------------------------------------------|-----------|-----------|-----------|-----------|-----------|-----------|-----------|-----------|
| Abnormalities                               | 2.451E-21 | 9.084E-19 | 8.636E-07 | 8.505E-05 | 1.500E-13 | 6.543E-12 | 1.356E-05 | 1.171E-04 |
| Gastrointestinal Neoplasms                  | 9.597E-20 | 1.778E-17 | 1.587E-06 | 1.176E-04 | 2.470E-21 | 2.038E-18 | 1.405E-05 | 1.198E-04 |
| Colorectal Neoplasms                        | 1.076E-19 | 1.812E-17 | 1.705E-07 | 4.581E-05 | 5.737E-21 | 2.756E-18 | 4.581E-07 | 9.094E-06 |
| Intestinal Neoplasms                        | 1.298E-19 | 2.004E-17 | 1.819E-07 | 4.581E-05 | 6.680E-21 | 2.756E-18 | 4.724E-07 | 9.094E-06 |
| Heredodegenerative Disorder, Nervous System | 2.476E-20 | 6.553E-18 | 1.090E-03 | 7.929E-03 | 4.843E-19 | 1.169E-16 | 1.879E-02 | 3.911E-02 |

***GO Processes***

|                                    |           |           |           |           |           |           |           |           |
|------------------------------------|-----------|-----------|-----------|-----------|-----------|-----------|-----------|-----------|
| Nervous System Development         | 5.041E-34 | 3.511E-30 | 1.844E-11 | 7.278E-08 | 3.732E-24 | 2.069E-20 | 2.481E-02 | 7.965E-02 |
| System Development                 | 2.383E-30 | 8.300E-27 | 1.924E-08 | 7.593E-06 | 7.012E-18 | 3.529E-15 | 1.937E-02 | 6.886E-02 |
| Neurogenesis                       | 3.080E-28 | 7.150E-25 | 5.333E-08 | 1.403E-05 | 1.436E-19 | 1.496E-16 | 4.114E-02 | 1.045E-01 |
| Generation of Neurons              | 4.503E-27 | 7.840E-24 | 3.932E-07 | 5.697E-05 | 1.672E-17 | 5.794E-15 | 1.507E-01 | 2.183E-01 |
| Response to Organic Substance      | 7.283E-27 | 1.015E-23 | 8.616E-05 | 1.790E-03 | 2.512E-15 | 4.686E-13 | 3.538E-06 | 1.086E-04 |
| Multicellular Organism Development | 9.583E-27 | 1.112E-23 | 2.006E-07 | 3.959E-05 | 6.036E-16 | 1.455E-13 | 3.293E-02 | 9.319E-02 |
| Neuron Differentiation             | 1.855E-24 | 1.846E-21 | 1.533E-03 | 1.111E-02 | 5.397E-12 | 3.563E-10 | 1.658E-01 | 2.321E-01 |
| Central Nervous System Development | 2.463E-24 | 2.145E-21 | 1.062E-08 | 5.988E-06 | 9.048E-20 | 1.254E-16 | 3.096E-02 | 8.957E-02 |
| Anatomical Structure Development   | 3.085E-24 | 2.267E-21 | 3.707E-08 | 1.126E-05 | 2.001E-13 | 2.158E-11 | 3.336E-02 | 9.383E-02 |
| Regulation of Biological Quality   | 3.255E-24 | 2.267E-21 | 1.029E-05 | 3.984E-04 | 8.901E-15 | 1.299E-12 | 3.757E-03 | 2.441E-02 |

**Supplemental Table S5:** Characteristics of patients with MDD and control individuals in the Ttr testing cohort.

BDI, Beck Depression Inventory

## Supplemental Figures:

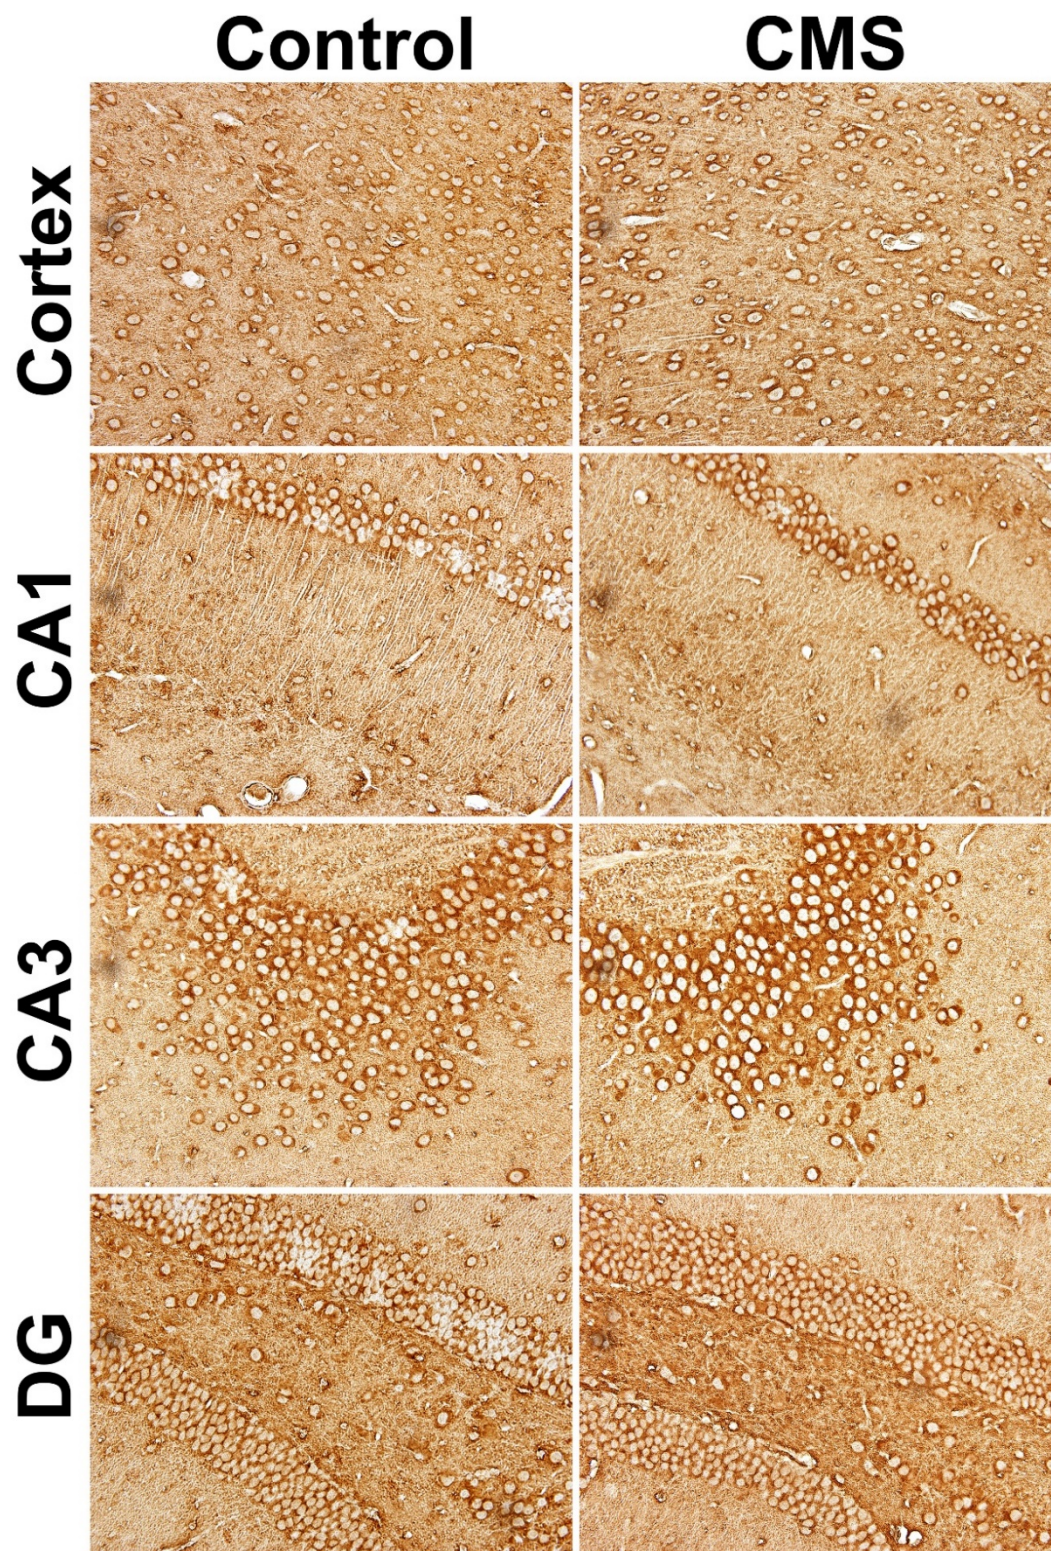

**Supplemental Figure S1:** Immunohistochemical staining of Tau-1 for cerebral cortex and hippocampal CA1, CA3, and dentate gyrus (DG) in chronic mild stress (CMS) treated and control mice. Scale bar, 50  $\mu$  m.

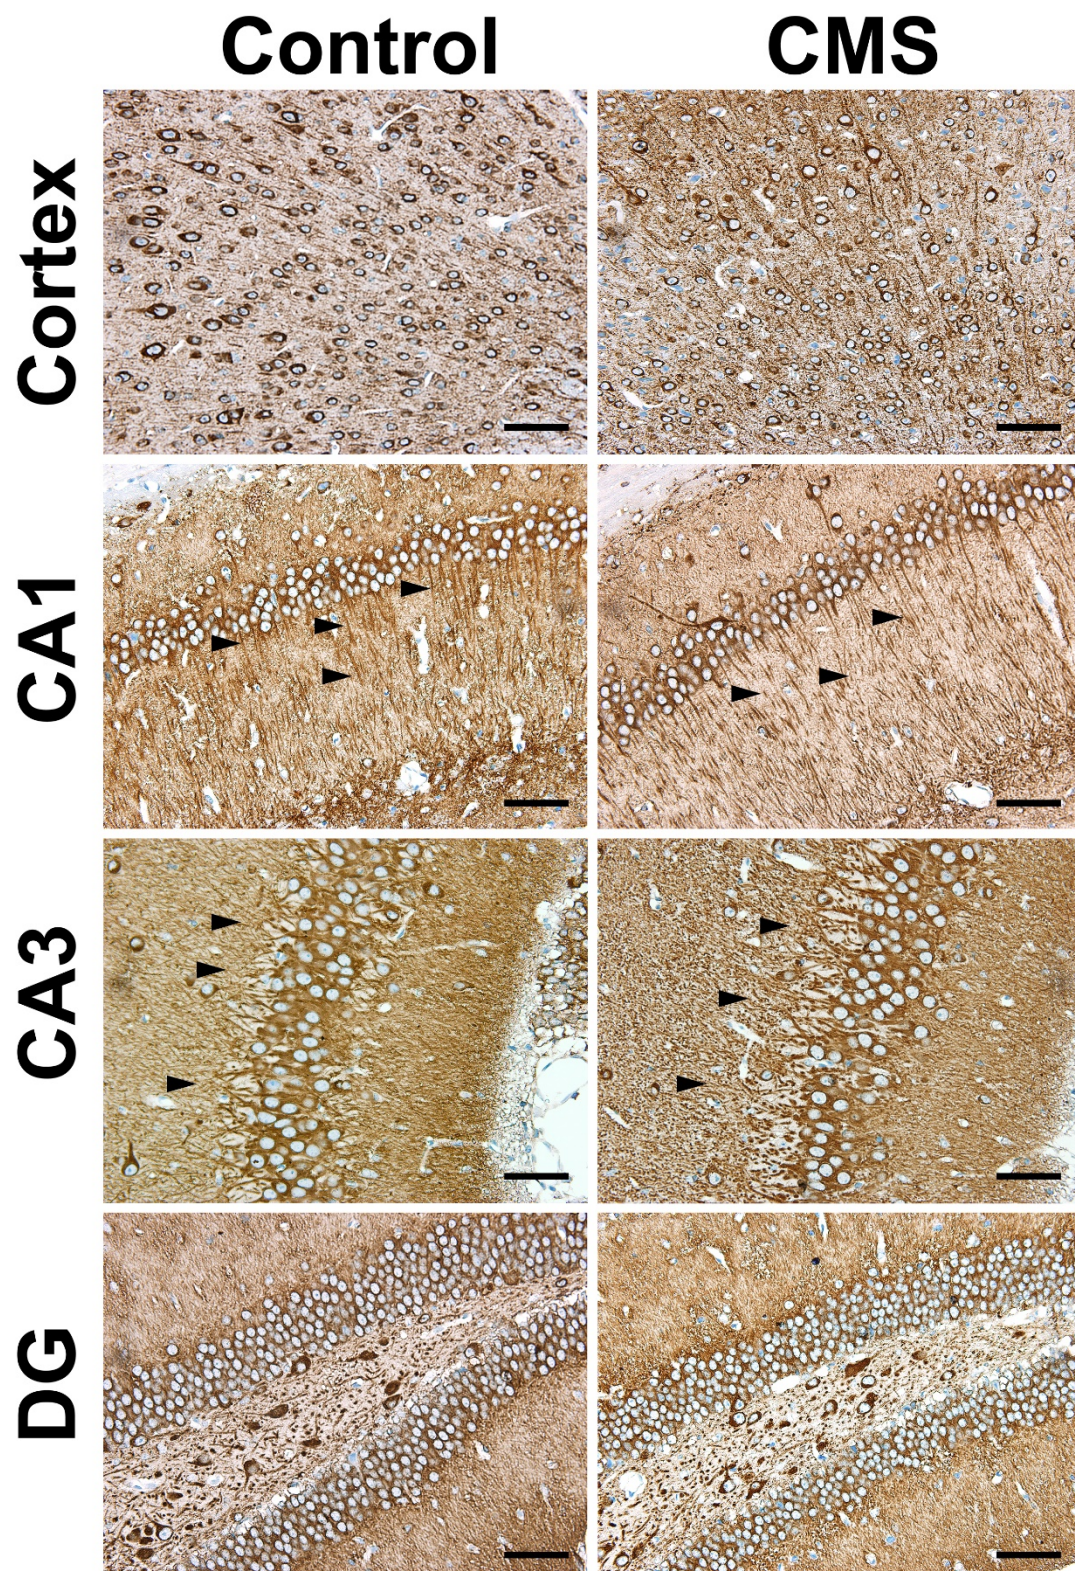

**Supplemental Figure S2:** Immunohistochemical staining of MAP2 for cerebral cortex and hippocampal CA1, CA3, and dentate gyrus (DG) in chronic mild stress (CMS) treated and control mice. Arrow heads represent dendrites. Scale bar, 50  $\mu$  m.

How the deposited data were processed for this re-analysis (not part of the article)

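RNA of 4 brain areas from CMS and control mice was measured on 24 Affymetrix GeneChip mouse genome arrays, 3 per treatment and area. The samples of the behavioural tests, qPCR, ELISA, immunohistochemistry and patients are not analysed here.

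The authors read the CEL files in GeneSpring GX, summarized them with GCRMA and applied a baseline normalization that the methods call baseline to mean (versions are not given in the sources used here). The deposited table holds log2 values, centred so that the median of each probe set over the 24 arrays is 0 (largest absolute median 5e-07). Absolute levels and a signal over background cannot be read from it, so the precision is given only by the spread between arrays, and the number of arrays limits it. The median standard deviation of a probe set within a group was 0.033 to 0.066. The highest correlation between 2 arrays of a group was 0.928, and no pair held identical values. The methods name pooled RNA and the results name independent mice, so the p-values may describe only the spread between these samples. The sample descriptions give an age range whose upper end rises by 1 week from each sample to the next, while the paper and the growth protocol give the same range for all mice, so age was not used and a difference in age between the groups was not tested.

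The 64 Affymetrix control probe sets were left out and 45037 were tested, with gene symbols from the platform annotation. The value of a gene is the mean of its probe sets, since a centred table gives no level by which to choose 1. Probe sets that match several genes are not named, except for those of hemoglobin. Each area was fitted separately with limma (version 3.58.1 in R 4.3.3), CMS against control, and calls needed a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 2. A fit of all 24 arrays with 8 group means tested whether the CMS effect differed between areas.

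The 32 gene lists (882 members, 802 with a probe set of their own) cover pathways and responses that the paper names or that fit the treatment, and markers of cell types and of neighbouring brain regions. They were tested with limma's camera at a preset inter-gene correlation of 0.01 and again with an estimated correlation, two-sided, adjusted over 128 tests. Gene-permutation enrichment used fgsea (version 1.28.0, 10000 permutations). The genes named were chosen by a rule: the 10 largest increases and decreases per area among called probe sets whose CMS and control arrays do not overlap, the genes that the paper names, and up to 4 called members of each list described, or up to 2 members with the largest change where none is called. Other list members named are examples chosen after their values were seen. The paper's tables had been seen when the rule was written.

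The designs, gene lists, named-gene rule and most alternatives were set before the data were examined. The alternatives were the methods' t-test, a fit of all arrays, leaving out dim probe sets (22519 kept), quantile normalization, median centring, trend and robust options, array weights, a replicate block, leaving out each array, no fold threshold, genes in place of probe sets, Reactome sets and the mouse as a random block (statmod 1.5.0). A t-test with the control probe sets included and a choice of the most variable probe set per gene were added after the data had been seen. The filter named for dim probe sets could not use brightness, since the centred table holds no level.

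The scripts were tested on simulated data. Of 67 probe sets changed by 1.5 on the log2 scale among 45037 in a simulation of each area, limma recovered 80.6% in the amygdala, 92.5% in the hippocampus, 98.5% in the cerebral cortex and 86.6% in the prefrontal cortex, with at most 1 unchanged probe set called. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The hallmark collection and Metacore were not used here.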

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

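Tests of the choroid plexus, neighbouring-region and erythroid lists as wholes were set before their results were seen, but the limit to genes with room to fall, which also enters the joint value for the regions, was added after. The tests limited to such genes, those of single areas, of hemoglobin and of olfactory and airway epithelium were chosen after results had been seen. Genes with room to fall were picked by their control mean, which the fold change subtracts, so this limit favours falls.

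Ttr fell with CMS in the amygdala, cerebral cortex and prefrontal cortex, and its CMS effect in the amygdala minus that in the hippocampus was -3.81 on the log2 scale (adjusted p = 1.26e-14 from limma over all arrays). Of the other choroid plexus genes, 5 in the cerebral cortex had room to fall, with a control mean more than 1 log2 unit above the lowest group mean of the other areas (Otx2 -1.44, Aqp1 -1.84, Col8a1 -0.89, Steap1 -1.60 and F5 -1.77), and their median of -1.596 (SE 0.144) argues against lower Ttr expression alone there and is consistent with less choroid plexus tissue in the CMS samples. In the amygdala 1 such gene had room to fall (Car12, -0.19) and in the prefrontal cortex 3 had (Aqp1 -0.03, Igfbp2 -0.16 and Car12 -0.10, median -0.099, SE 0.062, with Kl left out as a gene of the paper's tables), which is too few, so tissue loss and a change of Ttr cannot be told apart in these areas. Over all 19 other choroid plexus genes the median was -0.551 (SE 0.144) in the cerebral cortex. It was -0.03 (SE 0.024) in the prefrontal cortex and 0.054 (SE 0.021) in the amygdala. Both of these lay above the bound of -0.5 set beforehand, which as first written counted against tissue loss in these areas. That bound was unsuitable, since 1 of the 19 in the amygdala, 5 in the cerebral cortex and 3 in the prefrontal cortex had room to fall. An effect of CMS on the choroid plexus itself remains open and was not tested.

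Marker genes of neighbouring brain regions moved with CMS in the hippocampus, cerebral cortex and amygdala, and the smallest absolute median of the lists of these areas, without the genes of the paper's tables and with only the hypothalamus genes that had room to fall, was 0.441 (SE 0.174, n = 19 genes). The median of the striatum list in the cerebral cortex (0.747, SE 0.252, n = 20 genes, adjusted p = 1.65e-15 from limma's camera, and adjusted p = 0.0996 with an estimated correlation) is what a different share of striatum in the dissected samples would give. Hypothalamus genes with room to fall in the amygdala had a median of -0.811 (SE 0.317, n = 8 genes). Of these Calcr alone passed, at an adjusted p of 0.0139 from limma against 0.0715 to 0.468 for the others. Sim1 at 0.26 and Cartpt at 0.09 lay above 0. Since these 8 were picked by the control mean that the fold change subtracts, their median cannot decide on a different share of hypothalamus. The full hypothalamus list of 23 genes had a median of -0.061 (SE 0.058, adjusted p = 0.0289 from limma's camera, and adjusted p = 0.277 with an estimated correlation), inside the bound of 0.3 set beforehand, so that the test as first written counted against this explanation in the amygdala, but 8 of the 23 had room to fall. For the thalamus and habenula list in the hippocampus (0.441, SE 0.174, adjusted p = 2.06e-11 from limma's camera, and adjusted p = 0.0861 with an estimated correlation) the median lies within its standard error of the bound, and of 11 dentate gyrus genes in the amygdala (median 0.08, SE 0.054) 2 had room to fall, with C1ql2 (-2.82, called lower) left out as a gene of the paper's tables, so a different share of these regions and a CMS effect on these genes cannot be told apart. Of other regional lists in the amygdala, with no test of tissue share, the hippocampal CA fields passed as lower (median -0.127, adjusted p = 0.021 from limma's camera, and adjusted p = 0.172 with an estimated correlation), as did the amygdala's own markers (-0.226, 8 of 18 lower and 2 higher, adjusted p = 0.000502, and adjusted p = 0.0998 with an estimated correlation), and the striatum list passed as higher (0.369, 16 of 24 higher and none lower, adjusted p = 3.14e-06, and adjusted p = 0.0875 with an estimated correlation), and regional effects of CMS on all these genes stay open and untested.

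Some neutrophil genes rose with CMS, with a median of 0.544 for the list in the prefrontal cortex. Without the genes of the paper's tables it was 0.225 there (SE 0.089, n = 16 genes, 1 called higher, adjusted p = 0.000947 from limma's camera, and adjusted p = 0.19 with an estimated correlation). In the amygdala those 16 genes had a median of 0.03, with none called (adjusted p = 0.116 from limma's camera). The erythroid list had a median of 0.029 (SE 0.03, n = 13 genes) at its highest in the areas where the neutrophil list rose, below the bound of 0.5 set beforehand, but 10 of its 13 genes ranged by under 0.5 over the 24 arrays, so its median decides little, and in the prefrontal cortex Alas2, which ranged by more, was called higher (1.18, SE 0.11, adjusted p = 0.00822 from limma) and the list was enriched (normalized enrichment score 1.93, adjusted p = 0.00156 from the gene permutation). A first form of the hemoglobin test, on all 15 hemoglobin probe sets, gave 0.036 (SE 0.008) in the prefrontal cortex, and since 9 of the 15 ranged by under 0.5 it was replaced after its result was seen by the 4 that match several globin genes, which gave 0.537 (SE 0.076, n = 4 probe sets). These had 0.691 (SE 0.105) in the cerebral cortex, 0.457 (SE 0.058) in the hippocampus and 0.396 (SE 0.129) in the amygdala, where the neutrophil list had medians of -0.033, -0.05 and 0.033 and means of 0.35, 0.055 and 0.341 (adjusted p = 0.988, 0.409 and 0.0172 from limma's camera, and 0.996, 0.765 and 0.37 with an estimated correlation) but was enriched in all 4 areas (adjusted p = 0.0321 in the hippocampus and 0.00122 in each other area from the gene permutation), and more whole blood in the prefrontal cortex cannot be told apart from a rise of neutrophils, since its hemoglobin median lies within its standard error of 0.5 and a centred table gives no level from which to compute the rise that blood would need. Carried-over olfactory or airway epithelium likewise cannot be told apart. Of 15 members outside the paper's tables, 2 were called higher, Cyp2f2 at 3.55 and Stoml3 at 1.93 (adjusted p = 0.0118 from limma's camera, and adjusted p = 0.176 with an estimated correlation). Cbr2 at 3.09 and Bpifa1 at 3.07 were also called higher and were left out as genes of those tables. Bpifb9b at 6.52, the largest increase in that area, is not on the list, and its source was not tested. Infiltration of neutrophils under CMS stays open and untested.

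Other results were singled out because a tested effect differed between areas or because a signal lay in genes or control probe sets that the paper does not discuss. The CMS effect differed between areas at an adjusted p under 0.05 for 24785 probe sets in a limma fit of all arrays. Of these, 2724 also had a log2 difference over 1, and the larger count may include small shifts of whole areas. The striatum list had a median log2 fold change of 0.879 in the cerebral cortex. The thalamus and habenula list had a median of 0.632 in the hippocampus. In the prefrontal cortex, 4 olfactory and airway epithelium genes were called higher (Cyp2f2, Cbr2, Bpifa1 and Stoml3). The hybridisation controls were higher by 0.91 on the log2 scale in the CMS arrays than in the control arrays of the amygdala, and the differences in the hippocampus, cerebral cortex and prefrontal cortex were -0.37, -0.16 and 0.28.

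The other splits of the arrays were counted after the results had been seen. With 3 arrays against 3 there are 10 splits, so that a share under 0.1 cannot be reached, and each real split below was 1 of 10 with a result as large unless stated. The real splits called 536, 293, 504 and 94 probe sets in the amygdala, hippocampus, cerebral cortex and prefrontal cortex, and the highest of the other splits 0, 0, 0 and 1. The camera p of the real split and the smallest of the other splits were 0.0131 and 0.0416 for interferon in the amygdala, 0.000118 and 0.000429 for hedgehog in the hippocampus, 2.34e-12 and 8.81e-12 for oxidative phosphorylation in the cerebral cortex, and 5e-07 and 2.25e-08 for it in the prefrontal cortex, where 3 of 10 splits had a p as small (limma's camera, unadjusted, not an exact test). Of 100 groupings within areas, the real one among them, 1 gave as large a result in each case. For the 37 probe sets called in at least 3 areas the highest other count was 0. This follows from the other splits of single areas, which called at most 1 probe set, so nothing is concluded on sharing. Chance can be excluded for counts as large as 53 other list and area pairs passing camera (highest other 40) and 24785 probe sets differing between areas (highest other 10042). This holds for the counts and not for each pair or probe set in them, and 3 of these pairs passed with an estimated correlation. Since the groupings permute arrays and the methods name pooled RNA, chance differences between mice are not excluded. Nor are differences in processing between treatments, as the hybridisation controls differed without overlap in the amygdala, hippocampus and prefrontal cortex.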

How the results depend on the processing

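The methods' t-test with control probe sets and the most variable probe set per gene were chosen after the data had been seen. The numbers of called probe sets in the amygdala, hippocampus, cerebral cortex and prefrontal cortex were 536, 293, 504 and 94. They were 8249, 18314, 4123 and 2367 without a fold threshold and 106, 46, 65 and 45 for genes in place of probe sets. The methods' t-test gave 325 in the cerebral cortex and 50 in the prefrontal cortex, and with control probe sets 331 and 51. Quantile normalization gave 98 in the hippocampus and 147 in the prefrontal cortex, array weights gave 196 in the prefrontal cortex, and the most variable probe set per gene gave 307, 123 and 275 in the amygdala, hippocampus and cerebral cortex. Leaving out each array gave 329 to 545, 177 to 298, 387 to 439 and 64 to 79. The amygdala had 342, 329 and 350 without control replicate 1, 2 and 3, and the hippocampus 194 without CMS replicate 3 and 177 and 195 without control replicate 1 and 2. With the replicate number as a block the counts were 246, 65, 324 and 9. The amygdala had fewer than the cerebral cortex with that block, quantile normalization (455 and 525), array weights (619 and 645) and each of its control arrays left out. The numbers do not pair the samples, since arrays of the same number correlated at -0.058 to 0.013 and 2 of 12 had their highest correlation with their own number, and the block leaves fewer degrees of freedom, and it ended no call of the interferon, hedgehog and oxidative phosphorylation lists. Probe sets called in at least 3 areas numbered 37, and 24 with quantile normalization. Of the other list and area pairs, 53 passed camera, and 3 with an estimated correlation. The mean correlation of CMS with control arrays of an area exceeded that between areas by 0.748, and by 0.579 with Spearman correlation. The mean of all probe sets of a gene is the value used throughout, so that alternative gave identical results. The cause of these shifts was not tested, except that fewer arrays or a block leave fewer degrees of freedom.

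The median of the interferon list in the amygdala, 0.108, was 0.093 to 0.12 with each array left out and 0.198 without dim probe sets. It no longer passed with an estimated correlation (0.108, adjusted p = 0.152 from limma's camera), with the most variable probe set per gene (0.112), with the Reactome set (0.054) or without CMS replicate 3 (0.099), and the adjusted p ranged from 0.000688 to 0.374 over its alternatives. The hedgehog list in the hippocampus, 0.021, lay between -0.003 (without control replicate 2) and 0.047 with each array left out, was 0.101 without dim probe sets and 0.078 with the most variable probe set per gene, and was -0.008 with the Reactome set, and with both turned medians it passed with camera's direction up (adjusted p = 0.00138 and 0.00051 from limma's camera). It no longer passed with quantile normalization (0.01) or an estimated correlation (0.021). Oxidative phosphorylation, 0.093 in the cerebral cortex and 0.067 in the prefrontal cortex, lay at 0.065 to 0.105 and 0.048 to 0.081 with each array left out, at 0.128 and 0.125 without dim probe sets, at 0.107 and 0.094 with quantile normalization and at 0.114 and 0.074 with the most variable probe set per gene, and both no longer passed with an estimated correlation (0.093 and 0.067). The cause was not tested.

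Some genes changed sign, none of them called. Rest in the amygdala (0.00) was -0.303 without dim probe sets, -0.038 and -0.022 with quantile normalization and median centring, and -0.041 and -0.008 without control replicate 1 and 2. Npr1 in the amygdala was -0.004 and -0.013 with the same scalings, Id4 in the amygdala 0.007 without CMS replicate 2, and Gsk3b in the prefrontal cortex 0.006 without control replicate 3. With each array left out, Rest lay between -0.041 and 0.057, Id4 between -0.059 and 0.007 and Gsk3b between -0.068 and 0.006. With quantile normalization Ttr in the hippocampus was -0.105 and Trh in the prefrontal cortex, 0.36 before, was -0.574. Besides hedgehog in the hippocampus, the median or camera's direction turned for some lists, and of these none passed under that setting but the hypothalamus list in the prefrontal cortex with quantile normalization (adjusted p = 0.0239 from limma's camera). Of these lists, ependymal cells and hippocampal CA fields in the hippocampus had passed before (medians 0.07 and 0.103, adjusted p = 0.0486 and 0.00726 from limma's camera). With quantile normalization the medians of such lists were in the amygdala thalamus and habenula (0.005), pituitary (-0.004), core hedgehog pathway (-0.007), p53 response (0.005). They were in the hippocampus ependymal cells (-0.048), hypothalamus (-0.001), pituitary (-0.011), hippocampal CA fields (-0.083), amygdala (-0.015), neocortical projection neurons (-0.084), neutrophils (-0.002), erythroid cells (0.01), B and T lymphocytes (0.012), microglia (-0.039), interferon response (0.007), core hedgehog pathway (0.01). They were in the cerebral cortex thalamus and habenula (-0.003), hippocampal CA fields (0.012), amygdala (-0.03), neocortical projection neurons (-0.057), neutrophils (0.008), erythroid cells (0.003), hedgehog signaling (-0.008), glucocorticoid response (0.001), synaptic neuropeptides and their receptors (-0.034). They were in the prefrontal cortex hypothalamus (-0.017), pituitary (-0.002), dentate gyrus (-0.006), erythroid cells (-0.002), TNF and NF-kB response (-0.003), nuclear RNAs and splicing regulators (0.019). With each array centred on its median the medians of such lists were in the amygdala pituitary (-0.011), neocortical projection neurons (-0.002), core hedgehog pathway (-0.016), synaptic neuropeptides and their receptors (-0.004). They were in the hippocampus hypothalamus (-0.002), neocortical projection neurons (-0.074), neutrophils (-0.009), erythroid cells (0.002), B and T lymphocytes (-0.004), microglia (0.015), interferon response (0.011), core hedgehog pathway (0.011). They were in the cerebral cortex thalamus and habenula (0.006), hippocampal CA fields (0.008), amygdala (0.026), neocortical projection neurons (-0.012), hedgehog signaling (0.009), glucocorticoid response (0.018), synaptic neuropeptides and their receptors (0.001). They were in the prefrontal cortex hypothalamus (-0.004), pituitary (-0.002), nuclear RNAs and splicing regulators (-0.019). Both settings rescale whole arrays. Before rescaling, the median of all probe sets was 0.0268 in the amygdala and -0.0465 in the hippocampus. It was -0.0328 in the cerebral cortex and 0.02 in the prefrontal cortex, so list medians near 0 can turn. The cause was not tested further. Of the other values for named genes, 5680 kept their direction and side of the threshold, 264 no longer passed and 176 newly passed. For the other lists these numbers were 240, 72 and 7. Since the table is centred, the signal over background is unknown. The filter named for dim probe sets could therefore not use brightness, and the effect of dim probe sets is not known.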

Differences from the paper's values

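The counts are compared at the paper's stated thresholds. Lower calls in the cerebral cortex numbered 110, against the paper's 65. Of the alternatives set before the data were examined, the methods' t-test (64), median centring (79), the replicate block (58) and leaving out any array but control replicate 3 (72 to 85) come within 1.5 times of it, and the fit of all arrays (137), no dim probe sets (124), quantile normalization (152), trend and robust options (104), array weights (210), without control replicate 3 (129), no fold threshold (1651) and genes (30) do not. Higher calls in the prefrontal cortex numbered 45, against the paper's 23, and lower calls 49, against the paper's 28. The methods' t-test gave 23 and 27, and leaving out any array but control replicate 1 gave 28 to 34 and 31 to 42. For the increases, genes in place of probe sets (28) also come within 1.5 times. The others do not, for increases and decreases: fit of all arrays (58 and 64), no dim probe sets (52 and 58), quantile normalization (63 and 84), median centring (43 and 44), trend and robust options (45 and 45), array weights (98 and 98), the replicate block (5 and 4), without control replicate 1 (36 and 43), no fold threshold (1250 and 1117), and, for decreases, genes (17). With the Affymetrix control probe sets included in that t-test, an alternative chosen after seeing the values, all 8 counts equal the paper's (182 and 323, 229 and 43, 266 and 65, 23 and 28), and it drops 0 of the 76 entries of Table S2 that were compared.

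In Fig. 5b, the fold change of Gpr6 in the amygdala is about 2.2 on the log2 scale, read by eye, and here it was 0.51 (Gpr6 had 2.15 in the cerebral cortex). That of Id4 is about 1.1 in Fig. 5b, and here the probe set farthest from 0 had -0.18. That of Actb is about 1.5 in Fig. 5b, and here the highest probe set had 0.98, while the Affymetrix control probe sets of beta-actin had 0.76, 0.66 and 1.03. As the mean of its probe sets, Id4 in the amygdala lay between -0.059 and 0.007 with each array left out. The comparisons with Fig. 5b themselves were not repeated under the alternatives. The other 16 fold changes of that figure that were compared fell within the limits set.

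The paper names S100a8 as affected in all 4 areas. Here S100a8, Npas4 and Hspa8 each had a probe set called in all 4, as did 1 probe set without a gene symbol. Table S2 lists Ngp first among the increases in the prefrontal cortex, and here Bpifb9b (6.52, SE 0.08) lay above Ngp (5.3, SE 0.11).

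In Table S3, the p-value column of the hippocampus holds negative numbers for the p53 and TNF entries, which a p-value cannot take. Fig. 5a names Igf2bp2, which is not analysed here, where Table S2 names Irf2bp2, whose probe sets in the amygdala had -2.59 and -0.42 as lowest and highest.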

Other observations

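These lists and the spike-in controls were tabulated as planned, and which of their values to describe was chosen after they had been seen.

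Ribosomal protein genes in the cerebral cortex had 15 of 34 higher and none lower at an adjusted p under 0.05 from limma (21 when adjusted over the list alone), with a median log2 fold change of 0.147 (limma's camera, adjusted p = 3.35e-13, and adjusted p = 0.185 with an estimated correlation). Oligodendrocyte genes went the other way there than in the amygdala, with 9 of 19 higher and none lower (11 when adjusted over the list alone) and a median of 0.193 (adjusted p = 8.05e-08, and adjusted p = 0.0772 with an estimated correlation), and Ugt8a had 0.69 (SE 0.07, adjusted p = 0.00694 from limma). Of the same 19 genes in the prefrontal cortex 10 were lower and none higher (15 and 1 when adjusted over the list alone), with a median of -0.304 (adjusted p = 4.69e-11, and adjusted p = 0.0875 with an estimated correlation). Microglia genes in the cerebral cortex had 7 of 19 higher and none lower (11 and 1 when adjusted over the list alone) and a median of 0.305 (adjusted p = 2.42e-08, and adjusted p = 0.152 with an estimated correlation). Striatum genes in the prefrontal cortex had 12 of 24 lower and 1 higher (17 and 1 when adjusted over the list alone) and a median of -0.283 (adjusted p = 1.05e-12, and adjusted p = 0.0815 with an estimated correlation).

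In single limma fits of all arrays, the striatum list differed in the cerebral cortex from the other areas by a median of 0.849 and the neutrophil list in the prefrontal cortex by 0.557, both passing also with an estimated correlation (adjusted p = 2.35e-06 and 1.21e-06). The choroid plexus list in the cerebral cortex differed by -0.968 (adjusted p = 9.97e-08 with an estimated correlation). The striatum, neutrophil and choroid plexus lists include genes of the paper's tables, which were chosen on these arrays. The interferon list in the amygdala differed by 0.04 with camera's direction down (adjusted p = 0.852), and the hedgehog list in the hippocampus by 0.034 (adjusted p = 0.00149, and adjusted p = 0.134 with an estimated correlation). Oxidative phosphorylation differed by 0.076 in the cerebral cortex and -0.166 in the hippocampus (adjusted p = 1.04e-07 and 8.63e-09, and adjusted p = 0.22 and 0.189 with an estimated correlation).

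The poly-A controls differed between treatments by -0.47 in the cerebral cortex and 0.58 in the prefrontal cortex on the log2 scale, and the beta-actin control probe sets by 0.76 in the amygdala and 1.45 in the cerebral cortex, while those of GAPDH differed by 0.01, 0.1, 0.05 and 0.03 in the amygdala, hippocampus, cerebral cortex and prefrontal cortex.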
